# Resolvin E1 improves efferocytosis and rescues severe aplastic anemia in mice

**DOI:** 10.1038/s41419-024-06705-7

**Published:** 2024-05-09

**Authors:** Rachel Grazda, Allison N. Seyfried, Krishna Rao Maddipati, Gabrielle Fredman, Katherine C. MacNamara

**Keywords:** Chronic inflammation, Mechanisms of disease

## Abstract

Severe aplastic anemia (SAA) is a rare, fatal disease characterized by severe cytopenias and loss of hematopoietic stem cells (HSCs). Immune-mediated destruction and inflammation are known drivers of SAA, however, the underlying mechanisms driving persistent inflammation are unknown. Current treatments for SAA rely on immunosuppressive therapies or HSC transplantation, however, these treatments are not always effective. Using an established mouse model of SAA, we observed a significant increase in apoptotic cells within the bone marrow (BM) and impaired efferocytosis in SAA mice, relative to radiation controls. Single-cell transcriptomic analysis revealed heterogeneity among BM monocytes and unique populations emerged during SAA characterized by increased inflammatory signatures and significantly increased expression of *Sirpa* and *Cd47*. CD47, a “don’t eat me” signal, was increased on both live and apoptotic BM cells, concurrent with markedly increased expression of signal regulatory protein alpha (SIRPα) on monocytes. Functionally, SIRPα blockade improved cell clearance and reduced accumulation of CD47-positive apoptotic cells. Lipidomic analysis revealed a reduction in the precursors of specialized pro-resolving lipid mediators (SPMs) and increased prostaglandins in the BM during SAA, indicative of impaired inflammation resolution. Specifically, 18-HEPE, a precursor of E-series resolvins, was significantly reduced in SAA-induced mice relative to radiation controls. Treatment of SAA mice with Resolvin E1 (RvE1) improved efferocytic function, BM cellularity, platelet output, and survival. Our data suggest that impaired efferocytosis and inflammation resolution contributes to SAA progression and demonstrate that SPMs, such as RvE1, offer new and/or complementary treatments for SAA that do not rely on immune suppression.

## Introduction

Idiopathic severe aplastic anemia (SAA) is a rare form of bone marrow failure (BMF) characterized by hematopoietic stem cell (HSC) loss and pancytopenia [1, 2]. Patients with SAA have significantly increased IFNγ and TNF in the blood and BM [3, 4]. While thought to be a disease driven by HSC destruction via auto-reactive T cells, additional cell types contribute to pathogenesis. Macrophages were found to be necessary for disease progression via IFNγR- and CCR5-dependent signals [5, 6], and macrophage-derived TNF was critical for T cell recruitment to the BM and production of IFNγ during SAA [2]. Current therapies for SAA remain limited to targeting T cells via immunosuppressive therapies (IST; anti-thymocyte globulin and cyclosporine) and BM transplantation [7–9], though new therapies are needed.

The frequency of apoptotic CD34^+^ progenitor cells is increased in the BM of SAA patients, and frequencies of apoptotic cells correlate with disease severity [10]. Rampant cell death, driven by Fas/FasL, leads to the destruction of HSCs and other cells [11]. Although macrophages are critical for promoting inflammation and SAA progression [2, 5, 6], macrophages are also important phagocytes within the BM where they remove apoptotic cells [12, 13] and promote tissue regeneration [14]. Efficient clearance of apoptotic/dead cells by phagocytes, termed efferocytosis, is crucial for inflammation resolution and tissue function at homeostasis [15]. Apoptotic cells provide “find-me” and “eat-me” signals that ensure swift engulfment [16]. However, cell clearance is tightly regulated to prevent aberrant removal of healthy cells, and “don’t eat-me” signals, such as CD47, interact with inhibitory receptors like SIRPα to inhibit efferocytosis [17, 18].

Inflammation resolution is an active process mediated specialized pro-resolving lipid mediators (SPMs). SPMs are derived from omega-3 polyunsaturated fatty acids and possess potent pro-resolving actions, including enhancing efferocytosis [19]. The SPM Resolvin E1 (RvE1) improved efferocytosis in various inflammatory disease models of both infectious and non-infectious origins [20–25]. Using an established murine model of SAA, we demonstrate dysfunctional efferocytosis and imbalanced pro-inflammatory and pro-resolving lipid mediators. Impaired efferocytosis correlated with a unique population of SIRPα^hi^ monocytes and an accumulation of CD47^+^ apoptotic cells in the BM. RvE1 treatment improved efferocytosis and provided significant protection against disease parameters, including death, in mice with established SAA. Our findings provide new insight to dysregulated inflammation resolution programs in SAA pathogenesis offering novel therapeutic strategies for BMF that improve inflammation resolution without limiting host defense.

## Methods

### Mice

Animal protocols were approved by Institutional Animals Care and Use Committee at Albany Medical College. C57BL/6 (H^b/b^) and BALB/cAnN (H-2^d/d^) mice were purchased from Taconic (Albany, NY). Macrophages insensitive to IFNγ (MIIG) mice were a gift from Dr. Jordan. Hybrid B6 F1 (H-2^b/d^) mice were generated by crossing C57BL/6 or MIIG mice (C57BL/6 background) with BALB/c mice.

### Bone marrow failure induction

Hybrid F1 mice were subjected to sub-lethal radiation (300 RADs,^137^Cs source) and received 6.5 × 10^7^ C57BL/6 splenocytes from age- and gender-matched donors via intraperitoneal injection [26, 27].

### Cell preparation and flow cytometry

Blood was collected from euthanized mice into EDTA-coated tubes via cardiac puncture and analyzed (Heska Element HT5). BM was flushed from femurs and tibias. After RBC lysis, cell suspensions were plated and stained (Supplementry Table 1). Data were collected using a FACSymphony A3 (BD Biosciences) with FACSDiva software or Cytek Northern Light (Cytek Biosciences) with SpectroFlow software and analyzed using FlowJo software (TreeStar, Ashland, OR). Imaging flow cytometry was performed using Amnis Imagestream-X Mark II (Cytek Biosciences) and analyzed using IDEAS software (EMD Millipore, Burlington, MA).

### Analysis of phagocytosis and efferocytosis

Anti-SIRPα (clone P84; 200μg; BioXCell) antibody was administered to mice via intraperitoneal injection on days 7 and 9 post induction for day 10 harvest, or days 7, 9, 11, and 13 for day 14 harvest. Fluorescent Dil (DilC_18_[3])-labeled liposomes (200 µL; Liposoma) were administered to mice via retro-orbital I.V. injection on day 9 post induction. BM and blood were harvested 16 h post injection. For efferocytosis assays, whole BM was flushed and incubated with 3 µM-sized phosphatidylserine (PS)-coated lipid microparticles (Echelon Biosciences) for 1 h. BM cells were incubated with staurosporine for 3 h and stained with CFSE or pHrodo^TM^ Red (Invitrogen). Labeled apoptotic cells were fed to whole BM and incubated for 3 h. Cells were treated with 1 nM RvE1, 5 μg/mL anti-CD47, or 10 μg/mL anti-SIRPα neutralizing antibody prior to incubation.

### Gene expression

Whole BM was flushed and pooled from hind limbs of three mice per group. RBCs were lysed and cells were stained to sort purified monocytes (CD11b^+^Ly6C^hi^Ly6G^-^), mRNA was isolated (Qiagen RNeasy Mini Kit), and quantitative-RT-PCR was performed (Eppendorf *realplex*^*2*^ Mastercycler). For single-cell analysis, whole BM was flushed and 7-AAD^-^CD11b^+^Ly6C^+^Ly6G^-^ cells were sorted on a BD FACSAria^TM^. Cells from each experimental group (radiation and SAA, *n* = 3 mice per group) were pooled. Sample preprocessing for sequencing was performed using Chromium Next GEM Single-Cell 5′ kit (10x Genomics). Sequencing and genome alignment were performed by the Center for Functional Genomics at SUNY Albany. The human BM dataset was obtained from Tonglin et al., GSE181989 [28]. An age-matched healthy and SAA patient was selected for analysis. Count matrices were loaded into R (version 4.3.1) using standard Seurat workflow. Cells with >25% mitochondrial RNA or <1000 detected genes were removed. Integration was performed utilizing the reference mapping approach described in Stuart et al. [29].

### RvE1 treatment

Resolvin E1 (250 ng; Cayman Chemical) was administered to mice via intraperitoneal injection every other day, starting day 7. For survival studies, mice were monitored twice daily for 28 or 37 days and euthanized when moribund. Euthanasia criteria was based on signs of dehydration, response to physical stimuli, and mobility — as previously described [6].

### Lipidomic analysis

Whole BM was flushed from femurs and tibias, flash-frozen on dry ice, and shipped to Wayne State University Lipidomics Core facility for analysis. Fatty acyl lipidomic analysis was performed as per published procedures [30, 31]. Samples were homogenized using Zirconium beads (Precellys, Biotage) and the homogenate was extracted for fatty acyl lipids using StrataX columns (Phenomenex) following supplementation with internal standards. Extracts were analyzed by LC–MS/MS using Multiple Reaction Monitoring method on a QTRAP5500 mass analyzer (Sciex). Identities of individual lipid mediators were confirmed from retention times and spectra recorded for each detected peak and were quantified relative to internal standards. Data were normalized against protein content of the samples (ng/mg protein).

### Statistical analysis

Data were analyzed with GraphPad Prism software (version 10.2.2, La Jolla, CA). Details on statistical analysis are provided in each figure legend. For lipidomics, principal component analysis was performed using 22 lipid mediators detected across all samples from mice 3 days post radiation for healthy, radiation controls, and SAA-induced mice. Data were standardized and principal components were selected using Kaiser–Guttman’s rule. Heat map analysis was performed on LC-MS/MS data from radiation controls and SAA-induced mice, normalized to healthy controls.

## Results

### Monocytosis, cytopenias, and increased marrow cell death during SAA

Thrombocytopenia and BM hypocellularity are well-known characteristics of severe aplastic anemia (SAA) [1, 5, 6]. Using a murine model of SAA induced by adoptive transfer of splenocytes to sub-lethally irradiated F1 mice [5, 26, 32], we observed a significant decrease in red blood cells (Fig. 1A) and platelets (Fig. 1B) by 10 days post splenocyte transfer (dpst). Mean platelet volume was significantly higher in SAA mice as compared to radiation controls (RC) (Fig. 1C). Mice exhibited lymphopenia, however the proportion and absolute number of circulating monocytes was significantly increased in SAA (Fig. 1D, E). Frequencies and numbers of BM monocytes (CD11b^+^Ly6C^hi^Ly6G^-^) were also increased during SAA, despite extensive BM hypocellularity. In contrast, neutrophils (CD11b^+^Ly6C^lo^Ly6G^hi^) were decreased (Fig. 1F–H; Supplementry Fig. 1). Analysis of monocyte gene expression indicated an increase in *Ifng* and *Tnf*, known drivers of disease [1, 2], in SAA mice (Supplementary Fig. 2). Therefore, disease progression correlated with a hematopoietic program favoring monopoiesis.

**Fig. 1:**
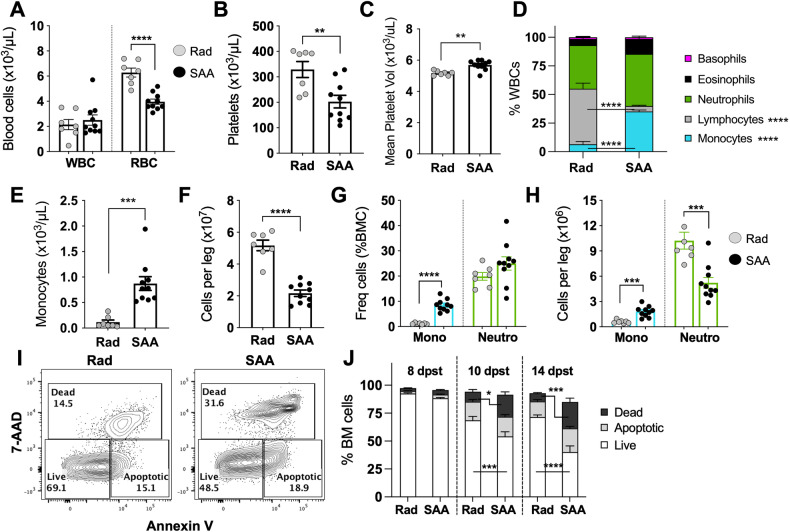
Cytopenias and BM hypocellularity are associated with increased cell death in SAA. F1 hybrid mice were induced to develop severe aplastic anemia via the radiation followed by splenocyte transfer model. Mice were euthanized 10 days post splenocyte transfer (dpst) and complete blood count data are shown for total WBCs and RBCs (**A**), platelets (**B**), and mean platelet volume (**C**). The breakdown of all WBCs (**D**) and total blood monocytes (**E**) is shown. **F** Overall BM cellularity in radiation control and SAA mice. **G** Frequency of BM monocytes (CD11b^+^Ly6C^hi^Ly6G^-^) and neutrophils (CD11b^+^Ly6C^lo^Ly6G^+^). **H** Absolute number of BM monocytes and neutrophils. Data shows two pooled independent experiments showing mean ± SD, *n* = 7–10 per group, significance was determined using a Student’s *t*-test. **p < 0.01, ***p < 0.001, ****p < 0.0001. **I** Gating strategy for Annexin V and 7-AAD staining to differentiate live, apoptotic, and dead BM cells, plots representative for radiation control and SAA mice. Numbers reflect the percent of cells within the gated region. **J** Frequency of BM cells that are live (open), apoptotic (gray), or dead (black) for both radiation controls and SAA mice days 8, 10, and 14 post splenocyte transfer. Data show two pooled independent experiments per time point showing mean ± SD, *n* = 5–10 per group, significance was determined using a Student’s t-test. *p < 0.05, ***p < 0.001, ****p < 0.0001.

SAA is characterized by BM aplasia, and to investigate kinetics of cell death during disease, we performed Annexin-V and 7-AAD staining (Fig. 1I). Similar frequencies of apoptotic (AnnV^+^7-AAD^−^) and dead (7-AAD^+^) cells were observed between RC and SAA-induced mice at 8 dpst (Fig. 1J). However, by 10 dpst SAA-induced mice had significantly increased dead cells and this was even more striking by 14 dpst. IFNγ can induce apoptosis [33] and transgenic mice containing macrophages insensitive to IFNγ (MIIG mice) exhibit protection from SAA [5]. SAA-induced MIIG mice exhibited a decrease in the frequency of dead cells in the BM, relative to littermate control (LC) (Supplementry Fig. 3), further demonstrating that accumulation of dead cells correlated with SAA progression.

### Single-cell transcriptomics reveals heterogeneity among BM monocytes

The bias towards monocyte production and accumulation of dead cells suggested defects in BM monocyte lineage cells that impair clearance. Therefore, we next analyzed BM monocytes by performing single-cell RNA sequencing (scRNA-seq) on sorted BM monocytes. 

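Bone marrow cells of mice given 300 rads alone (RC) or 300 rads followed by 65000000 B6 splenocytes (SAA) were sorted as live 7-AAD−CD11b+Ly6C+Ly6G− cells. Cells of 3 mice were pooled into 1 library per condition, so there were no replicates and no test between RC and SAA mice was possible. The authors' values are counts of unique molecular identifiers (UMIs) per gene and cell barcode, made with Cell Ranger 6.0.1 against mm10, and each UMI stands for 1 captured transcript. The RC library held 4066589 UMIs and the SAA library 5592265, with medians of 4082.5 and 5884 UMIs per barcode. For each group of cells the UMIs of a gene were summed per library and scaled to 1000000 UMIs of the group (CPM), and the SAA to RC ratio of CPM is given with its exact conditional binomial 95% interval. CPM carry exact Poisson intervals and shares of cells carry exact Clopper-Pearson intervals. All intervals cover counting error only and not the differences between mice. Because cells of the SAA library held more UMIs, shares of cells with a UMI of a gene are also given after each cell was thinned at random to 2600 UMIs, with shallower cells left out.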

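Of 798 RC and 825 SAA barcodes, 662 and 729 were retained after the filter of the methods. Fewer than 1000 genes were detected in 136 RC and 96 SAA barcodes, and 3 SAA barcodes held over 25% mitochondrial RNA. Monocyte-like cells, with markers such as *Csf1r*, *Ccr2* and *F13a1*, made up 351 of the 662 RC cells (53.0%, 49.1–56.9%) and 302 of the 729 SAA cells (41.4%, 37.8–45.1%). Granulocyte-like cells, with *Camp*, *Ngp* and *Cebpe*, made up 46.7% of RC and 53.4% of SAA cells, although the sort gate excluded Ly6G+ cells. T or NK-like cells numbered 2 in RC and 38 in SAA. The order of the monocyte-like shares depended on the cell filter, since one at 1500 genes and 10% mitochondrial RNA left 41.8% in RC and 45.2% in SAA. The median monocyte-like cell held 3387 UMIs in RC and 6600 in SAA, and the rule that named the clusters from their markers was settled after the clusters had been seen. Scrublet called 1 RC and 7 SAA cells doublets, which were kept.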

A total of 798 cells from RC and 825 cells from SAA mice were sequenced, and cells classified as monocytes were extracted from the dataset (Supplementry Fig. 4A–C, Fig. 2A). We observed three distinct monocyte clusters, of which, monocyte population 2 (Mono2) made up a majority (58%) in RC mice. The Mono2 population decreased significantly during SAA (35%), while both monocyte 1 (Mono1) and monocyte 3 (Mono3) increased (Fig. 2B). 

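When the monocyte-like cells were clustered without the interferon and MHC genes, which differed between the libraries, 2 clusters formed, a cycling and a non-cycling one. The cycling cluster held 29.3% (24.6–34.4%) of RC and 45.7% (40.0–51.5%) of SAA monocyte-like cells. Among the clusters of all cells under the stricter cell filter, a comparison added after the data had been seen, the cycling cluster held 84 of 175 RC and 125 of 260 SAA monocyte-like cells (48.0% and 48.1%). Over all monocyte-like cells 36 of 45 S phase genes and 23 of 55 genes of the G2 and M phase were higher in SAA. The latter went apart by cluster, with 54 of 55 lower in Mono3-like (median log2 ratio -0.64) and 28 of 32 higher in Mono2-like cells (1.02). Of the S phase genes, 22 of 44 were higher in Mono3-like (0.002) and 21 of 22 in Mono2-like cells (1.31). After thinning, 79.9% of RC and 83.2% of SAA monocyte-like cells held at least 5 UMIs of cell cycle genes, while 39.4% and 59.8% held more than the joint median of 13. With all genes kept and both libraries integrated, 3 monocyte clusters formed, whereas without integration each monocyte cluster came almost wholly from 1 library. A Mono2-like cluster held 217 of 351 RC cells (61.8%, 56.5–66.9%) and 106 of 302 SAA cells (35.1%, 29.7–40.8%). A Mono1-like cluster held 42 RC cells (12.0%, 8.76–15.8%) and 70 SAA cells (23.2%, 18.5–28.4%), and a Mono3-like cluster held 92 (26.2%) and 126 (41.7%). The share of a cluster rich in MHC class II RNA depended on the clustering. Without the interferon and MHC genes the non-cycling cluster with the most of it held 20.2% of RC and 19.2% of SAA cells at resolution 0.8, and 66.7% and 46.6% at resolution 0.5 with called doublets removed. These shares also moved with numerical rounding, to 15.7% and 16.6% at resolution 0.8 under another linear algebra kernel, a run added after the data had been seen.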

Utilizing differential gene analysis, we observed that Mono1 was enriched for antigen processing/presentation (*H2-Ab1, H2-Eb1, H2-Aa, Ciita)*, while Mono3 was enriched for proliferation/cell cycle genes (*Pclaf, Stmn1, Top2a, Ccna2*; Fig. 2C).

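The MHC class II gene *H2-Ab1* (chromosome 17 of GRCm38, 34257689 to 34269419) stood at 1452 CPM in Mono1-like, 16.9 CPM in Mono2-like and 25.5 CPM in Mono3-like cells of the RC library. In the SAA library it stood at 2660, 1057 and 605.6 CPM, so the clusters lay closer together in fold, though not in CPM. The SAA to RC ratio of *H2-Ab1* was 1.83 (1.56–2.16) in Mono1-like cells. A UMI of it was found in 17 of 42 Mono1-like cells of RC and 70 of 70 of SAA, or 38.5% and 96.6% after thinning. The RC level of this cluster thus came from a minority of its cells. All 12 *H2-Ab1* UMIs in Mono2-like cells of RC lay in 1 of 217 cells, whereas 95 of 106 such cells of SAA held one. The counts of Mono2-like cells are without thinning, at medians of 3005 UMIs per cell in RC and 5101 in SAA. Of the T or NK-like cells of SAA, 2 of 38 held an *H2-Ab1* UMI without thinning. Over all monocyte-like cells the ratios were 7.28 for *H2-Ab1*, 11.2 for *H2-Eb1*, 6.83 for *H2-Aa* and 7.90 (4.59–14.7) for *Ciita*. *Top2a* stood at 16.6, 2.81 and 1168 CPM in Mono1-like, Mono2-like and Mono3-like cells of RC, and at 42.3, 91.7 and 1007 CPM in SAA. Within Mono3-like cells *Stmn1* was lower in SAA, at a ratio of 0.560 (0.508–0.618), as was *Pclaf*, at 0.781 (0.709–0.860). Since these genes also shaped the clusters, their levels describe the clusters and do not test them. Over all monocyte-like cells the ratio of *Top2a* was 1.27 (1.16–1.39) and that of *Pclaf* 1.16 (1.06–1.27), and both turned below 1 under the stricter cell filter. *Stmn1* was lower in SAA over the same cells, but turned to a log2 ratio of 0.056 with cells weighted equally.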

**Fig. 2:**
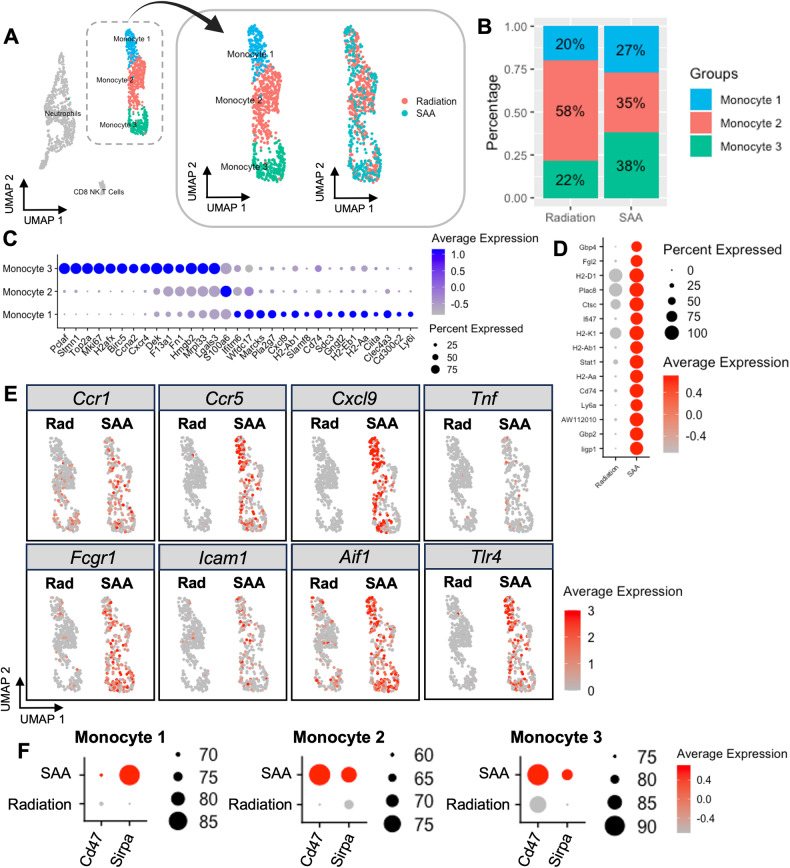
Single-cell sequencing reveals heterogeneity among BM monocytes. **A** UMAP plot of all cell clusters and extraction of three distinct monocyte clusters identified in BM samples from radiation control and SAA-induced mice. **B** Proportion and distribution of monocyte subsets in each sample. **C** Dot plot of the top differentially expressed genes in each monocyte population compared to the others. The size of the dot corresponds to the percentage of cells expressing each gene, while the color represents the average gene expression level. **D** Dot plot of top differentially expressed genes in SAA BM monocytes, compared to radiation control. **E** Feature plot of inflammatory gene expression in radiation control and SAA. **F** Dot plot of *Cd47* and *Sirpa* expression on each monocyte population.

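*Ly6a* (chromosome 15, 74994877 to 74998031), which encodes Sca-1, had 2 UMIs in RC and 3684 in SAA, or 1.41 and 1568 CPM, a ratio of 1113 (307.9–9193). The interferon-inducible GTPases *Iigp1* and *Gbp4* had 0 UMIs in RC against 1772 and 625 in SAA, at least 357-fold and 126-fold higher with a floor of 3 UMIs in RC. *Gbp2* (chromosome 3, 142620602 to 142638008) stood at 14.8 CPM in RC and 704.7 CPM in SAA, a ratio of 47.6 (31.1–77.2). The ratio was 14.7 (10.7–20.7) for *Fgl2* and 12.7 (9.12–18.3) for *Ifi47*. All 19 interferon-γ-inducible GTPases with enough UMIs were higher in SAA, with a median log2 ratio of 4.36, above all of 10000 random lists matched on expression. Type I interferon genes had a median log2 ratio of 1.03, and 34 of 41 were higher. Their median was 0.40 in Mono1-like, 1.07 in Mono2-like and 2.49 in Mono3-like cells, with 36 of 36 higher in the last. For the GTPases it was 3.20, 4.24 and 4.26 in the same order. A *Gbp2* UMI was found in 4.84% of RC and 94.4% of SAA monocyte-like cells, or 2.55% and 73.1% after thinning, which left out 77 RC and 16 SAA cells. In T or NK-like cells of SAA, with a median of 4760.5 UMIs, the thinned share was 10.3%. Near-identical *Gbp* genes may share reads, so the split between single members is uncertain.

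**Figure D1:**
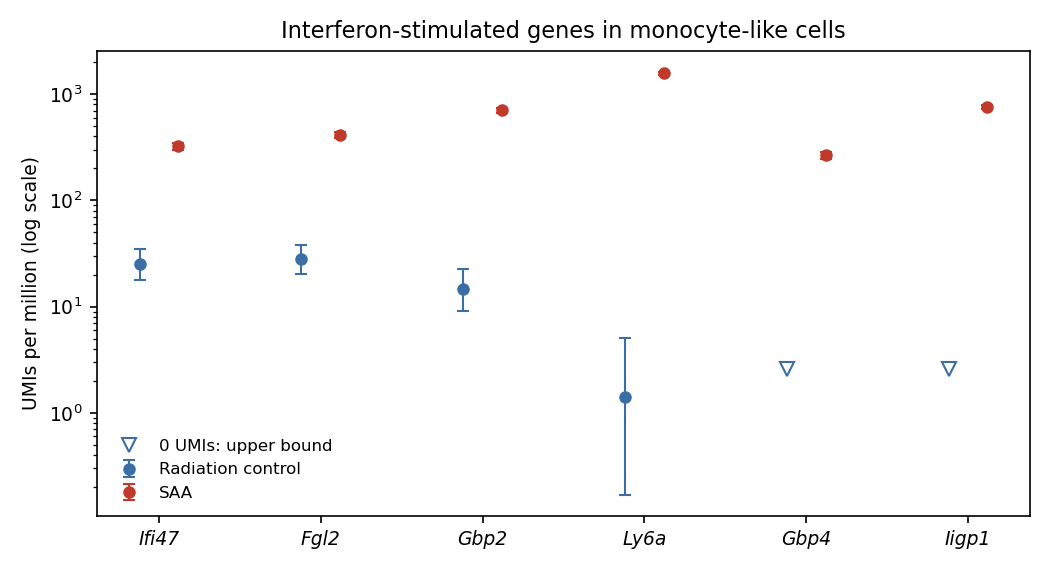
CPM, on a log scale, of 6 interferon-stimulated genes summed over the monocyte-like cells of the RC (blue) and SAA (red) libraries, with exact Poisson 95% intervals. Open triangles mark the upper bound of genes with 0 UMIs, and the SAA value of each gene lies above the RC interval.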

Consistent with the role of IFNγ as a main driver of disease, monocytes from SAA mice were strongly enriched for various interferon-stimulated genes (*Fgl2, Ifi47, Stat1, Ly6a, Gbp2, Gbp4, Iigp1)* (Fig. 2D). 

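*Cxcl9* (chromosome 5, 92321347 to 92328079), a chemokine that attracts T cells, had 2 UMIs in monocyte-like cells of RC and 1885 in SAA, a ratio of 569.5 (157.4–4706). The share of these cells with a *Cxcl9* UMI was 0.285% in RC and 54.3% in SAA, or 0.365% and 42.0% after thinning, against 3.45% of thinned T or NK-like cells of SAA. *Fcgr1* had a ratio of 8.36 (5.57–13.1) and *Icam1* one of 4.32 (2.67–7.40). *Aif1* and *Tlr4* lay at 3.01 (2.45–3.71) and 2.5 (1.56–4.18). *Tnf* was sparse, with 6 UMIs in RC and 34 in SAA, and its ratio of 3.42 has an interval from 1.42 to 9.98. *Ccr1* differed least, at 1.36 (1.05–1.77). Of 30 inflammatory cytokine, sensor and adhesion genes 19 were higher in SAA, with a median log2 ratio of 0.82 (0.93 in Mono1-like, 0.29 in Mono2-like and 1.43 in Mono3-like cells). Immediate early and dissociation stress genes, which also respond to handling, were higher as well, with 11 of 15 and a median of 0.40, and 0.64 in granulocyte-like cells. Chemokines and their receptors went both ways, with 6 of 12 higher, and the monocyte genes *Cx3cr1* and *Ccl9* were lower in SAA, at ratios of 0.00955 and 0.120.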

Many genes associated with inflammation, such as *Ccr1*, *Ccr5*, *Cxcl9*, *Tnf*, *Tlr4*, *Fcgr1*, *Icam1*, and *Aif1*, were highly upregulated in SAA (Fig. 2E, Supplementary Fig. 4D), suggesting that monocytes may perpetuate inflammation and contribute to disease progression.

Our observation that dead cells accumulated in the BM of SAA-induced mice suggested that efferocytosis may be impaired in SAA. Healthy cells actively suppress their engulfment via “don’t eat-me” markers, such as CD47, that bind inhibitory receptors on phagocytes, including SIRPα. As cells undergo apoptosis they lose or alter CD47 expression enabling phagocytic clearance [34, 35], and the CD47-SIRPα axis has been associated with impaired efferocytosis in several disease contexts [36–38]. Our scRNA-seq dataset revealed that all monocyte populations significantly upregulated *Cd47* and *Sirpa* during SAA (Fig. 2F). These data suggest that increased CD47 and SIRPα may contribute to the accumulation of dead cells.

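*Cd47* (chromosome 16, 49800533 to 49915010) stood at 347.9 CPM (317.9–380.0) in monocyte-like cells of RC and 404.7 CPM (379.4–431.2) in those of SAA, a ratio of 1.16 (1.04–1.30). It was higher in SAA in Mono3-like cells, at 1.43 (1.21–1.71), and lower in Mono1-like cells, at 0.595 (0.435–0.820). In Mono2-like cells the ratio was 1.11 (0.926–1.33), an interval that includes 1. *Sirpa* (chromosome 2, 129592835 to 129632228) was lower in SAA, at 333.1 CPM in RC and 256.2 CPM in SAA, a ratio of 0.769 (0.681–0.869). Its ratio was 0.771 (0.636–0.933) in Mono2-like, 0.803 (0.654–0.990) in Mono3-like and 0.897 (0.656–1.24) in Mono1-like cells, the last turning just above 1 when the median of gene ratios was set to 1. The median log2 ratio of all genes was -0.10 in monocyte-like, -0.24 in Mono1-like, -0.03 in Mono2-like and -0.16 in Mono3-like cells. Without correction for depth, a *Sirpa* UMI was found in 70.1% of RC and 81.5% of SAA monocyte-like cells, and after thinning in 56.2% (50.1–62.2%) and 47.2% (41.3–53.2%). At 1300 UMIs, with no cell left out, the share with *Sirpa* was 42.9% in RC and 50% in SAA for Mono1-like cells and lower in SAA in the other 2 clusters. For *Cd47* the shares were 72.9% and 84.8%, and after thinning 58.0% and 64.0%. Thinned T or NK-like cells of SAA held a *Sirpa* UMI in 6.90% and a *Cd47* UMI in 48.3%. The paper reads higher *Cd47* and *Sirpa* in all monocyte populations from Fig. 2F. From this it proposes a part for CD47 and SIRPα in the accumulation of dead cells. For SIRPα and CD47 it also reports higher surface protein by flow cytometry, and more uptake of apoptotic cells after neutralization. RNA levels do not test these protein and functional results.

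**Figure D2:**
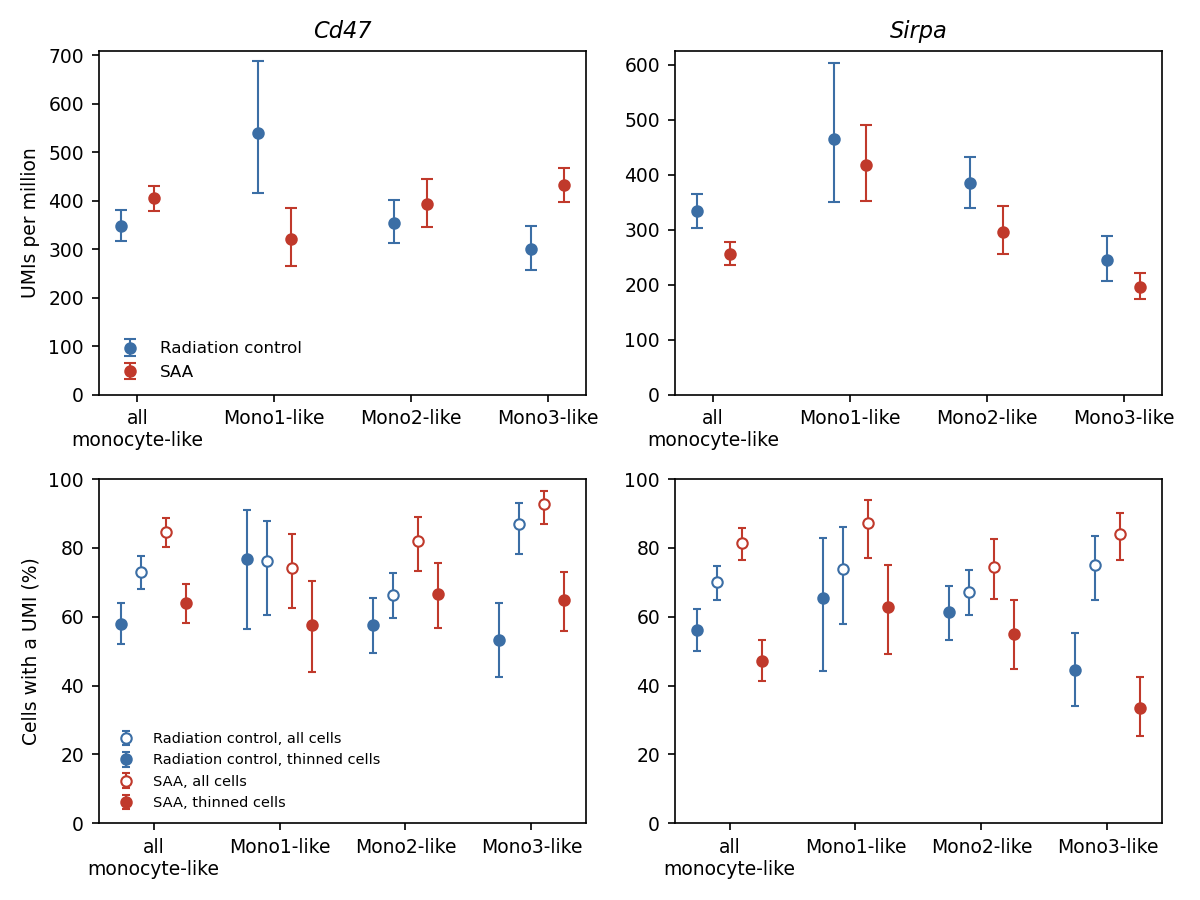
CPM (top) and percent of cells with a UMI (bottom) of Cd47 and Sirpa in all monocyte-like cells and in each monocyte cluster of the RC (blue) and SAA (red) libraries. Bars are 95% counting intervals, open points are all cells and filled points in the bottom panels are cells thinned to 2600 UMIs, a depth at which the share with Sirpa in SAA lies below RC in all 3 clusters with overlapping intervals, and which leaves out 16 of 42 Mono1-like cells of RC.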

To establish the clinical relevance of our murine model we analyzed a human BM scRNA-seq dataset from a healthy and SAA patient [28]. Consistent with our murine model, monocytes were increased in the SAA patient (Supplementry Fig. 5A). The extracted monocytes also exhibited an increase in inflammatory genes (*CCR1, TNF, ICAM1, AIF1, TLR4*, and, *CX3CR1*), and robust increase in *SIRPA* and *CD47* (Supplementry Fig. 5B–D). Together, these data support the role of increased monocytes and the CD47-SIRPα axis in the progression of SAA.

### Increased surface expression of SIRPα and CD47 during SAA

To validate our scRNA-seq analysis, we examined monocytes and macrophages by flow cytometry and found increased SIRPα expression in SAA-induced mice (Fig. 3A–D and Supplementry Fig. 6A–C). Concurrently, we observed significantly increased CD47 expression on live and apoptotic BM cells in SAA (Fig. 3E–G). Furthermore, IFNγ was critical for increased SIRPα–CD47 expression, as SAA-induced MIIG mice exhibited significantly reduced SIRPα^hi^ monocytes and CD47^+^ BM cells (Supplementry Fig. 6D–J). As MIIG mice are protected from disease, these findings support the role of aberrant CD47-SIRPα expression in disease progression.

**Fig. 3:**
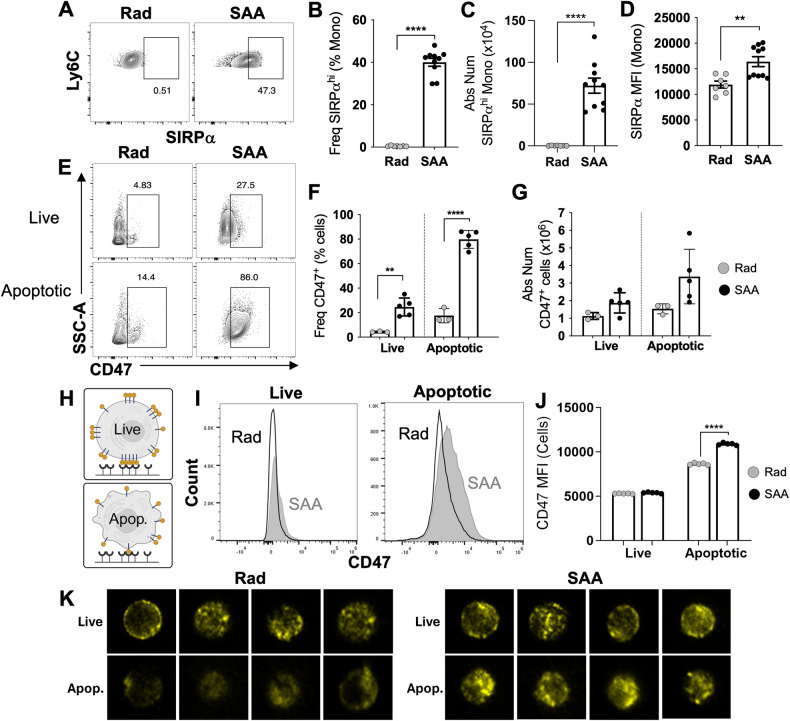
The expansion of SIRPα^hi^ monocytes and CD47 on apoptotic cells in SAA mice. Mice were induced to develop SAA and BM harvested 10 dpst. **A** Representative gating for SIRPα^hi^ monocytes. The frequency, absolute number, and MFI of SIRPα^hi^ monocytes are shown in **B**, **C**, and **D** respectively. Data represents two pooled independent experiments showing mean ± SD, *n* = 7–10 per group, significance using a Student’s *t*-test. **p < 0.01, ****p < 0.0001. **E** Gating strategy for CD47 on live and apoptotic BM cells. Frequency (**F**) and absolute number (**G**) of CD47 for live and apoptotic cells. Data representative of one experiment showing mean ± SD, *n* = 3–5 per group. Significance was determined using a Two-way ANOVA with Tukey’s multiple comparison test. **p < 0.01, ****p < 0.0001. **H** CD47 expression and clustering on live versus apoptotic cells. **I** Histogram of CD47 fluorescence intensity on live and apoptotic BM cells. **J** CD47 MFI on live and apoptotic BM cells. **K** Representative cells from imaging flow cytometry of live (AnnV^−^) and Apoptotic (AnnV^+^) BM cells stained with CD47 (yellow).

CD47 is normally clustered in lipid rafts forming ‘punctates’ on the surface of live cells, allowing for high avidity binding to SIRPα (34). As cells undergo apoptosis, CD47 expression becomes diffuse, reducing the strength of CD47-SIRPα binding and allowing for efferocytosis of apoptotic cells (Fig. 3H). During SAA, an increase in CD47^+^ apoptotic cells coincided with a significant increase in CD47 MFI (Fig. 3I, J). Imaging flow cytometry of live and apoptotic BM cells revealed that apoptotic cells from RC mice exhibited diffuse CD47 staining, whereas apoptotic cells from SAA-induced mice retained a clustered phenotype (Fig. 3K). These data suggest that high avidity CD47-SIRPα engagement prevents the clearance of apoptotic cells during SAA.

### Decreased phagocytosis and efferocytosis in SAA

To examine whether phagocytes were functionally impaired during disease, SAA-induced mice were administered fluorescently(Dil)-labeled liposomes 9 dpst to evaluate phagocytotic capacity. SAA mice exhibited a decrease in Dil liposome-positive and Dil MFI on monocytes and macrophages by 10 dpst, suggesting impairments in phagocytosis (Supplementary Fig. 7).

To address whether efferocytosis was defective during SAA, we utilized phosphatidylserine (PS)-coated microparticles to mimic apoptotic cells. PS is a well-known “eat-me” signal recognized by tissue-resident phagocytes [39, 40]. BM from SAA-induced and RC mice was incubated with fluorescent PS-coated lipid microparticles (PS-MPs) and uptake determined via flow cytometry (Supplementary Fig. 8A, B). We observed a significant reduction in PS-MP^+^ monocytes and macrophages in marrow isolated from SAA-induced mice at 8 dpst (Supplementary Fig. 8C–E). Consistent with the role of impaired efferocytosis in disease progression, SAA-induced MIIG mice exhibited no change in efferocytosis compared to RC, whereas LC mice had significantly reduced uptake of PS-MPs (Supplementary Fig. 8F–G).

To further examine efferocytosis, CFSE-labeled apoptotic “bait” cells from RC or SAA-induced mice were fed to “effector” BM cells (Fig. 4A). Monocytes and macrophages exhibited a significant decrease in the frequency and MFI of CFSE^+^ apoptotic cell uptake (Fig. 4B–E), indicative of impaired efferocytosis. To explore the engulfment and internalization, we utilized pHrodo^TM^ Red, a pH-sensitive fluorescent dye. After engulfment, pHrodo’s fluorescent intensity increases due to acidic conditions within the phagosome. pHrodo-labeled apoptotic cells at neutral pH were used to establish a threshold for identifying internalized cells (Fig. 4F, G). Monocytes from SAA-induced mice exhibited a significant reduction in the frequency and MFI of pHrodo, suggesting decreased engulfment of apoptotic cells (Fig. 4F–I).

**Fig. 4:**
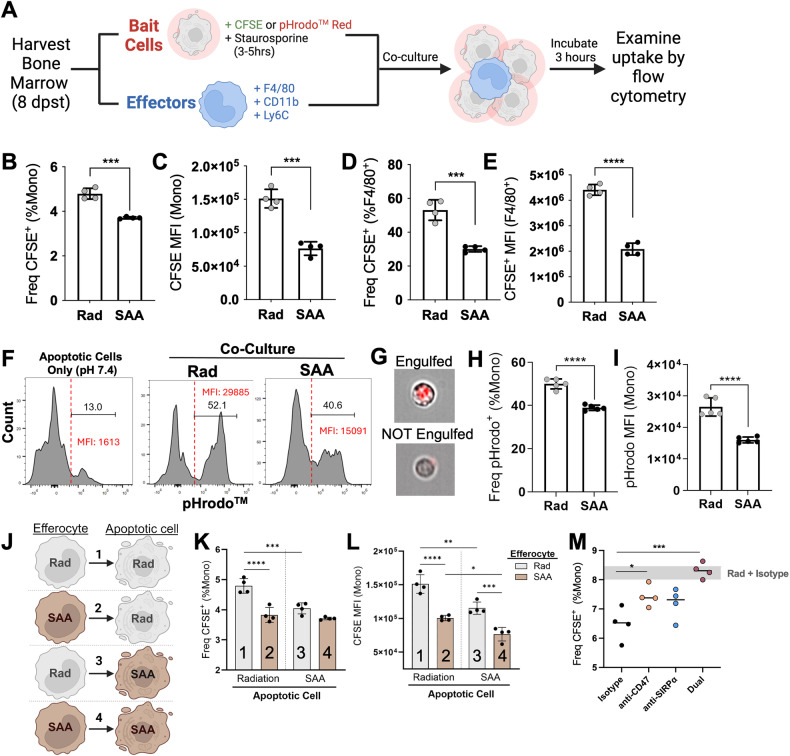
Enhanced SIRPα and CD47 expression is associated with impaired efferocytosis. **A** F1 mice were induced with SAA and BM harvested 8 dpst. BM cells were either stained with F4/80, CD11b, and Ly6C (effectors) or incubated with staurosporine to induce apoptosis and then stained with CFSE/pHrodo^TM^ Red (bait cells). The apoptotic “bait” cells were then fed to effector cells at a ratio of 4:1 (bait:effector) and incubated for 3 h before processing for flow cytometry. The frequency and MFI of CFSE^+^ bait cells in monocytes (**B**, **C**) and F4/80^+^ (**D**, **E**) effector cells. **F** Fluorescence emission of pHrodo in radiation and SAA monocytes. pHrodo-labeled apoptotic cells at neutral pH were used to make a cut-off point of fluorescence emission. **G** Representative cells from imaging flow cytometry of pHrodo fluorescence (red) after engulfment. The frequency (**H**) and MFI (**I**) of pHrodo in monocytes. Effector and bait cells from radiation control or SAA-induced mice were mixed-and-matched in culture, as shown in (**J**). The frequency (**K**) and MFI (**L**) of CFSE^+^ apoptotic cell uptake. The number on the bars represents the corresponding mix-and-match combination shown in (**J**). **M** Frequency of efferocytosis following incubation with 5 μg/mL anti-CD47 and/or 10 μg/mL anti-SIRPα. Data representative of one experiment showing mean ± SD, *n* = 4–5 mice per group, significance was determined using a Student’s t-test for **B**–**I**, and One/Two-way ANOVA with Tukey’s multiple comparison test for (**K**–**M**). *p < 0.05, ***p < 0.001, ****p < 0.0001.

Given increased SIRPα expression on monocytes and lack of CD47 dispersion on apoptotic cells, we next investigated how each cell subtype contributes to impaired efferocytosis. We mixed and matched labeled “bait” and “effector” cells from RC or SAA-induced mice (Fig. 4J). As expected, the group containing monocytes and apoptotic cells from RC exhibited the greatest efferocytic capacity (Fig. 4K–L, bar 1). All subsequent iterations containing a SAA-derived monocyte and/or bait cell demonstrated an equivalent reduction in efferocytosis (Fig. 4K, bar 2–4). However, the group containing both SAA subtypes exhibited a significant reduction in CFSE MFI, indicating a reduction in efferocytosis effeciency (Fig. 4L). These data support the hypothesis that an overexpression of SIRPα–CD47 contributes to impaired efferocytosis. In fact, neutralization of SIRPα–CD47 greatly enhanced apoptotic cell uptake and dual neutralization was able to fully recover efferocytosis by monocytes from SAA-induced mice (Fig. 4M). Together, these data support the role of aberrant SIRPα−CD47 in the progression of SAA.

### SIRPα-CD47 axis contributes to disease progression

To test whether the SIRPα−CD47 axis could be targeted therapeutically, SAA-induced mice were treated with anti-SIRPα neutralizing antibody 7, 9, 11, and 13 dpst (Supplementary Fig. 9A). We observed an increase in BM cellularity and a significant decrease in the frequency of dead cells and CD47^+^ apoptotic cells with anti-SIRPα treatment by 10 dpst (Supplementary Fig. 9B–E), supporting the notion that SIRPα limits efficient efferocytosis. However, as expected, anti-SIRPα treatment also exacerbated anemia during SAA by 14 dpst (Supplementary Fig. 9F-I), consistent with the role of CD47 as an important “marker of self” on healthy cells, especially red blood cells [41]. Therefore, while these data support the idea that the SIRPα−CD47 axis contributes to the accumulation of dead cells during SAA, the negative impact of anti-SIRPα on red blood cell circulation limits its therapeutic efficacy.

### Imbalance of lipid mediators that regulate inflammation resolution in SAA

Since efferocytosis is an essential component of the resolution of inflammation, we next questioned whether disease progression correlated with differences in lipid mediators associated with resolution programs. We took an unbiased approach to evaluate the polyunsaturated fatty acid metabolome in BM of healthy, RC, and SAA-induced mice using LC-MS/MS. Principal component analysis (PCA) revealed that most of the variation (PC1; 43%) at 3 dpst was due to differences in mono-hydroxy eicosapentaenoic acids, including decreased 18-HEPE in SAA mice (Fig. 5A, Supplementry Fig. 10A). Limited 18-HEPE, the precursor to the E-series resolvins, may contribute to impaired generation of these SPMs in the marrow during SAA (Fig. 5B). By day 8, SAA-induced mice had significantly elevated prostaglandins (PGE2 and PGD2) and thromboxane B2 (TXB2) relative to RC (Fig. 5C–E, Supplementry Fig. 10B, supplementary Table 2). Therefore, omega-3-derived lipid precursors were decreased in the marrow during initiation of SAA, and disease progression correlated with unregulated prostanoid and thromboxane synthesis, supporting the conclusion that inflammation resolution kinetics are defective in SAA.

**Fig. 5:**
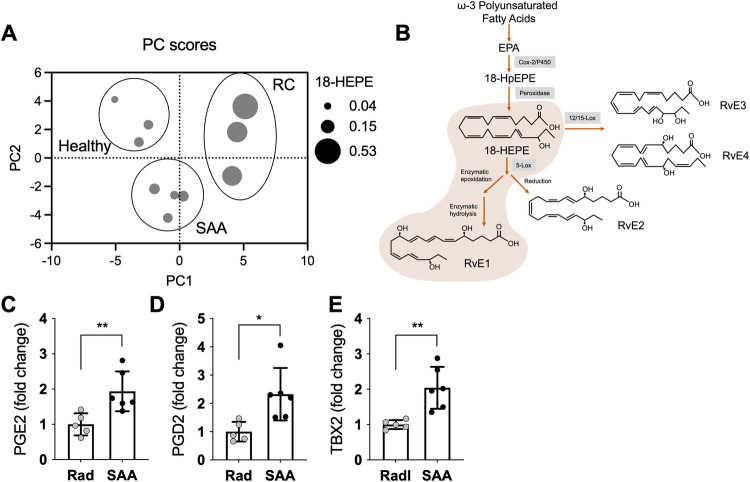
Imbalanced pro-Inflammatory- pro-resolving lipid mediators. Bone marrow was collected 3 or 8 dpst and analyzed by LC–MS/MS. **A** Principal component analysis of samples taken from mice without exposure to radiation (healthy), radiation only (RC), or radiation plus splenocytes to induce SAA (SAA) day 3 post radiation. Each dot represents data from a single mouse and the size of the dot reflects concentration of 18-HEPE. **B** Schematic of the biosynthesis of resolvins from ω-3 polyunsaturated fatty acids. Fold change in concentrations of PGE2 (**C**), PGD2 (**D**), or TXB2 (**E**) in the bone marrow of SAA mice, relative to RC, 8 dpst. Data representative of two independent experiments that included 2–3 mice each. Significance was determined using a Student’s *t*-test. *p < 0.05, **p < 0.01.

### Resolvin E1 provides therapeutic benefit in SAA

To address the therapeutic efficacy of SPMs for SAA, we first examined expression of key SPM receptors. We determined by flow cytometry that ChemR23 (*Cmklr1*), the receptor for E-series resolvins [42], was significantly upregulated on BM monocytes, neutrophils, and T cells, but not on macrophages or LK cells during SAA (Supplementry Fig. 11A–E). Gene expression analysis also demonstrated increased *Cmklr1* during SAA, especially on the Mono1 subset, which exhibited the greatest *Sirpa* expression (Supplementry Fig. 11F).

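*Cmklr1* (chromosome 5, 113612354 to 113650426) had few UMIs, 2 in monocyte-like cells of RC and 27 in those of SAA, a ratio of 8.16 (2.05–70.8). Of the 27 UMIs in SAA, 20 lay in Mono1-like, 5 in Mono2-like and 2 in Mono3-like cells, or 56.3, 8.05 and 1.46 CPM. Both RC UMIs lay in Mono1-like cells, where the ratio of 3.39 (0.825–30.0) does not exclude equal levels. Of Mono1-like cells, 2 of 42 in RC and 17 of 70 in SAA held a *Cmklr1* UMI, or 7.69% and 18.6% after thinning. Among cells of other classes in SAA, 0 of 389 granulocyte-like cells held one (0–0.944%), which limits the share with a captured UMI and not expression, and 2 of 38 T or NK-like cells did. *Sirpa* was highest in Mono1-like cells of both libraries, at 464.8 CPM in RC and 417.0 CPM in SAA, ahead of Mono2-like (383.9 and 296.1) and Mono3-like cells (244.8 and 196.5). Of other receptors for pro-resolving mediators, *Fpr2* had a ratio of 7.60 (4.76–12.8) and *Gpr18* of 1.04 (0.515–2.17) over all monocyte-like cells.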

We first examined whether exogenous RvE1 could enhance efferocytosis during SAA by administering RvE1 or vehicle every other day starting 7 dpst, when the marrow is already hypocellular (Fig. 6A). RvE1 treatment decreased SIRPα expression on BM monocytes and macrophages. Although the frequency of CD47^+^ apoptotic cells was not changed, RvE1 treatment significantly reduced CD47 MFI, effectively restoring it to levels comparable to the RC (Fig. 6D, E). Decreased SIRPα-CD47 correlated with a significant increase in PS-MP^+^ monocytes and moderate increase in PS-MP^+^ F4/80^+^ cells at 12 dpst (Fig. 6F–I). To further validate RvE1’s impact on efferocytosis, CFSE^+^ apoptotic bait cells were fed to effector BM cells with or without 1 nM RvE1 (Fig. 6J). Consistent with the PS-MPs, RvE1 significantly increased the uptake of CFSE^+^ apoptotic cells by monocytes, which correlated with an improvement in the frequency of live BM cells (Fig. 6K). Together, these data support the conclusion that RvE1 improves efferocytosis in SAA-induced mice.

**Fig. 6:**
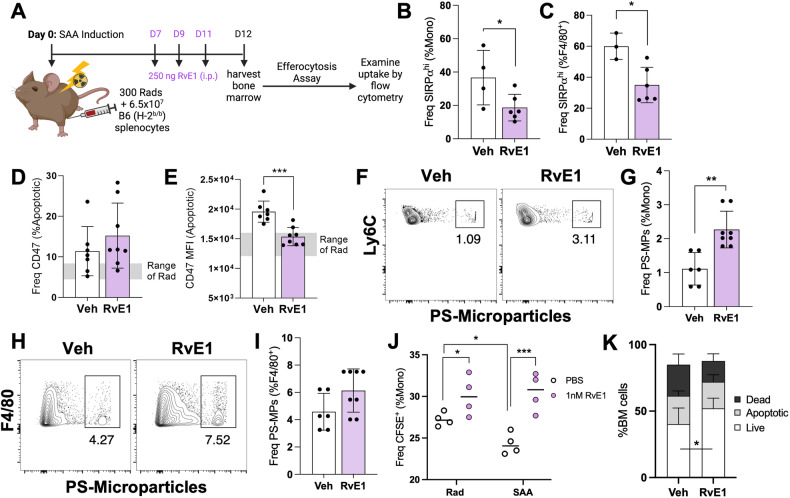
Exogenous RvE1 improves aberrant monocyte phenotype and efferocytosis. **A** Mice were induced to develop SAA and treated with 250 ng RvE1 days 7, 9, and 11 post induction. BM was harvested 12 dpst. The frequency of SIRPα on BM monocytes (**B**) and F4/80+ macrophages (**C**). Data representative of one experiment showing mean ± SD, *n* = 4–6 mice per group. Frequency (**D**) and MFI (**E**) of CD47 on apoptotic cells. Staining (**F**, **H**) and frequency (**G**, **I**) of PS-MPs on monocytes and F4/80^+^ cells. BM was harvested 8 dpst from RC and SAA-induced mice. BM cells were then labeled with CFSE, treated with staurosporine, and the apoptotic cells were then fed to effector BM cells with or without 1 nM RvE1. **J** The frequency of CFSE+ monocytes after overnight incubation. Data representative of one experiment with mean ± SD, *n* = 4 per group. **K** Frequency of live, apoptotic, and dead cells. Data from **A** to **I**, **K** represent two independent experiments with mean ± SD, *n* = 6–8 per group. Significance for **A**–**I** was determined using a Student’s t-test, and **J**, **K** via Two-way ANOVA with Tukey’s multiple comparison test. *p < 0.05, **p < 0.01, ***p < 0.001.

RvE1 treatment also improved WBC count and platelets by 14 dpst (Fig. 7A–C). While RvE1 did not improve lymphopenia, anemia, and only mildly limited SAA-induced monocytosis (Fig. 7D, E), BM cellularity, LK cells, and HSC progenitor populations were increased (Fig. 7F, G; Supplementary Fig. 12). Importantly, RvE1 significantly improved survival when mice were administered therapeutic doses of RvE1 (Fig. 7H). Together, our data demonstrate that RvE1 therapy decreases SIRPα-CD47 and improves efferocytic function, which correlated with protection against SAA-induced mortality (Fig. 8). These findings suggest that dysfunctional inflammation resolution is a novel therapeutic target for improving treatments for SAA patients.

**Fig. 7:**
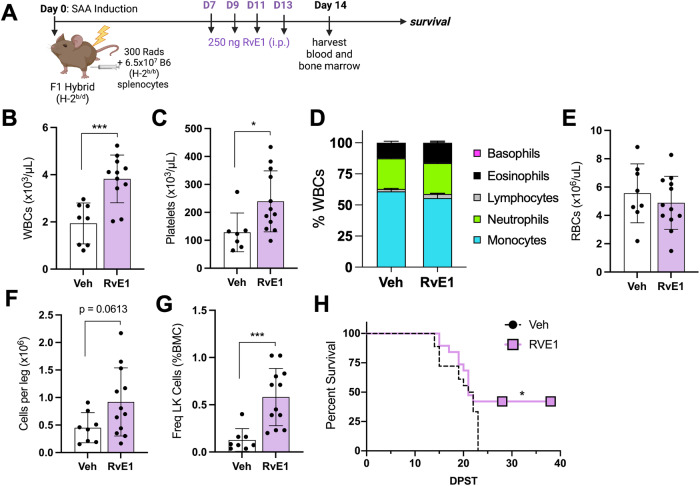
Exogenous RvE1 improves platelets, BM cellularity and survival. **A** SAA-induced F1 hybrid mice were treated with 250 ng of RvE1 days 7, 9, 11, and 13 post induction. BM and blood was evaluated 14 dpst. The frequency of all WBCs (**B**), platelets (**C**), WBC breakdown (**D**), and total RBCs (**E**) are shown. Total BM cellularity (**F**) and frequency of LK cells (**G**) in F1 mice treated with vehicle or RvE1. Data representative of two independent experiments showing mean ± SD, *n* = 8–12 per group. Significance was determined using a Student’s *t*-test. *p < 0.05, ***p < 0.001. **H** Percent survival 28 or 37 days post induction; SAA mice treated with vehicle (black dashed line) *n* = *18*; SAA mice treated with RvE1 (purple line) *n* = *19*. Data were pooled from three independent experiments.

**Fig. 8:**
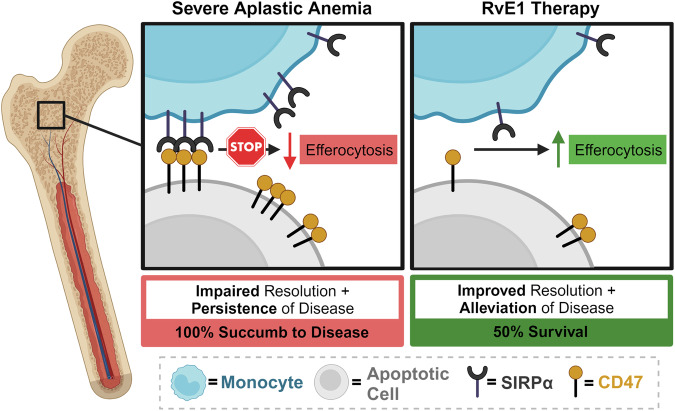
RvE1 therapy reduces SIRPα-CD47, increases efferocytosis, and improves survival. Schematic model illustrating the role of impaired efferocytosis in dysfunctional inflammation resolution and the development of SAA. An increase in SIRPα^hi^ monocytes and CD47^+^ apoptotic cells prevent clearance of apoptotic and dead cells, which is associated with disease progression (left panel). Exogenous RvE1 treatment decreases SIRPα^hi^ monocytes and CD47+ apoptotic cells, correlating with increased efferocytosis and improved survival (right panel).

## Discussion

Current treatments for SAA rely on HSC transplantation and IST, though IST has a high refractory rate. Recently approved Etrombopag, a thrombopoietin receptor agonist, improved response times in combination with IST, but did not show overall improvement in older patients or those with severe disease [43]. Preclinical studies using the Jak1/2 inhibitor Ruxolitinib demonstrated effectiveness in a murine model of SAA with reduced T lymphocytes in the marrow [44], however toxicity associated with Ruxolitinib has been noted [45, 46]. While suppressing inflammation is an important target for treating SAA, we reasoned that understanding mechanisms underlying non-resolving inflammation may reveal novel targets for treatment.

Efferocytosis promotes inflammation resolution by removing apoptotic cells, releasing anti-inflammatory mediators, and driving SPM biosynthesis [47, 48]. Impairments in resolution underly several chronic inflammatory diseases [49–52], however, these pathways have not been investigated in BMF. We found an accumulation of CD47^+^ apoptotic cells that correlated with expansion of SIRPα^hi^ monocytes, suggesting deficiencies in cell clearance.

SPMs actively drive the resolution of inflammation and restore homeostasis [19]. Class switching of lipid mediators, from pro-inflammatory to pro-resolving, is essential for resolution to occur [53]. We have demonstrated that SAA-induced mice exhibit an imbalance of pro-inflammatory to pro-resolving mediators with exuberant prostanoid synthesis. SPM biosynthesis occurs via transcellular mechanisms requiring close contact of cells expressing distinct enzymes. During SAA the BM becomes profoundly hypocellular, potentially preventing SPM generation. Reduced SPM biosynthesis or signaling has been linked with increased inflammation in various disease settings [54–56]. A lack of SPM production and increased prostanoids, combined with dysregulated unalamation [57], appear to contribute to persistent inflammation observed during SAA. Indeed, a prostanoid storm limited efferocytosis in vitro and in atherosclerotic plaques [58], supporting the notion that sustained elevated prostanoids, without a compensatory increase in SPMs, may contribute to defective efferocytosis in the BM during SAA.

Our finding that the E-series resolvins precursor was reduced while ChemR23, the receptor for RvE1, was increased on monocytes and neutrophils in SAA, provided strong rationale for targeting inflammation resolution during BMF. Indeed, RvE1 treatment improved efferocytosis, platelet count, BM cellularity, and survival even when treatment was initiated when the BM is already hypocellular. Therapies aimed at improving resolution, perhaps in conjunction with lower dosing of IST, may provide a more effective and safe treatment for SAA. Moreover, improving resolution may contribute to more durable responses to IST that improve long-term outcomes.

### Supplementary information

Supplementary Material

## Data Availability

Methods for flow cytometric and lipidomic analysis are described in detail in the Supplementry materials. Single-cell RNA sequencing data is available at GEO under accession number GSE237388. For original data please contact the authors.

# Supplementary material for: Resolvin E1 improves efferocytosis and rescues severe aplastic anemia in mice
**Source:** Cell Death Dis. 2024 May 9;15(5):324. doi: 10.1038/s41419-024-06705-7
**Supplement:** Supplementary file 1 — Supplementary Material

## Slide 1
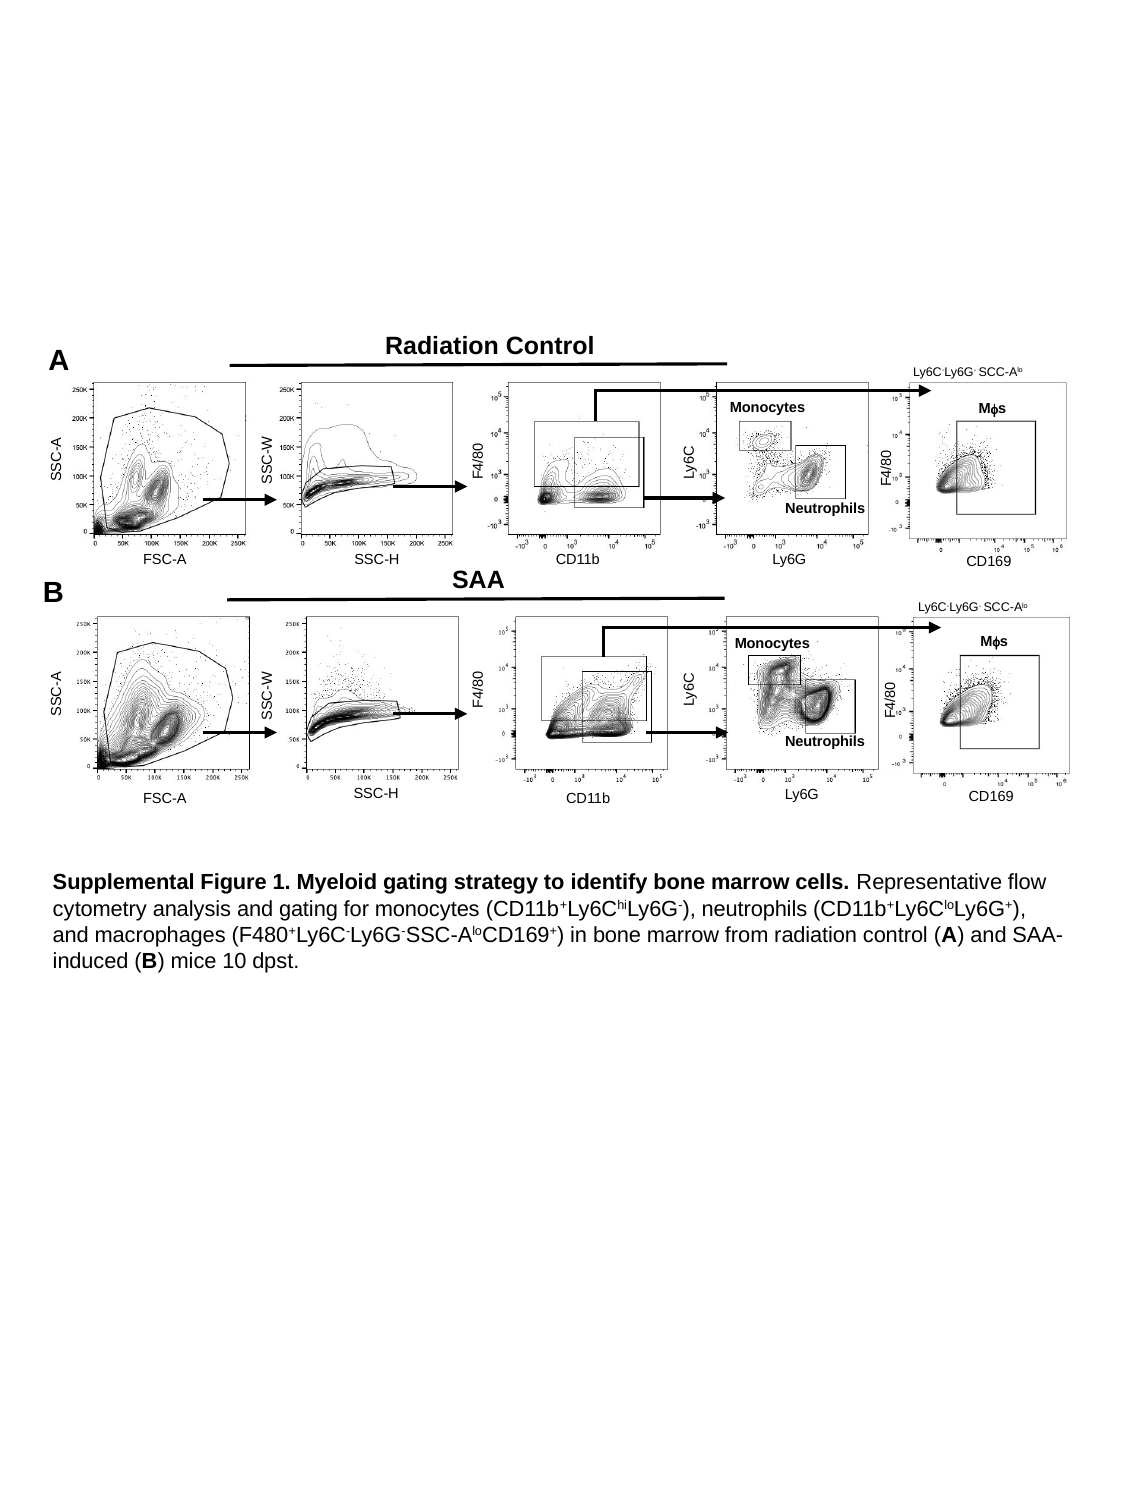

Radiation Control
A
Ly6C-Ly6G- SCC-Alo
Monocytes
Mfs
SSC-A
SSC-W
F4/80
Ly6C
F4/80
Neutrophils
SSC-H
CD11b
Ly6G
FSC-A
CD169
SAA
B
Ly6C-Ly6G- SCC-Alo
Mfs
Monocytes
Ly6C
F4/80
SSC-A
SSC-W
F4/80
Neutrophils
SSC-H
Ly6G
CD169
CD11b
FSC-A
Supplemental Figure 1. Myeloid gating strategy to identify bone marrow cells. Representative flow cytometry analysis and gating for monocytes (CD11b+Ly6ChiLy6G-), neutrophils (CD11b+Ly6CloLy6G+), and macrophages (F480+Ly6C-Ly6G-SSC-AloCD169+) in bone marrow from radiation control (A) and SAA-induced (B) mice 10 dpst.

## Slide 2
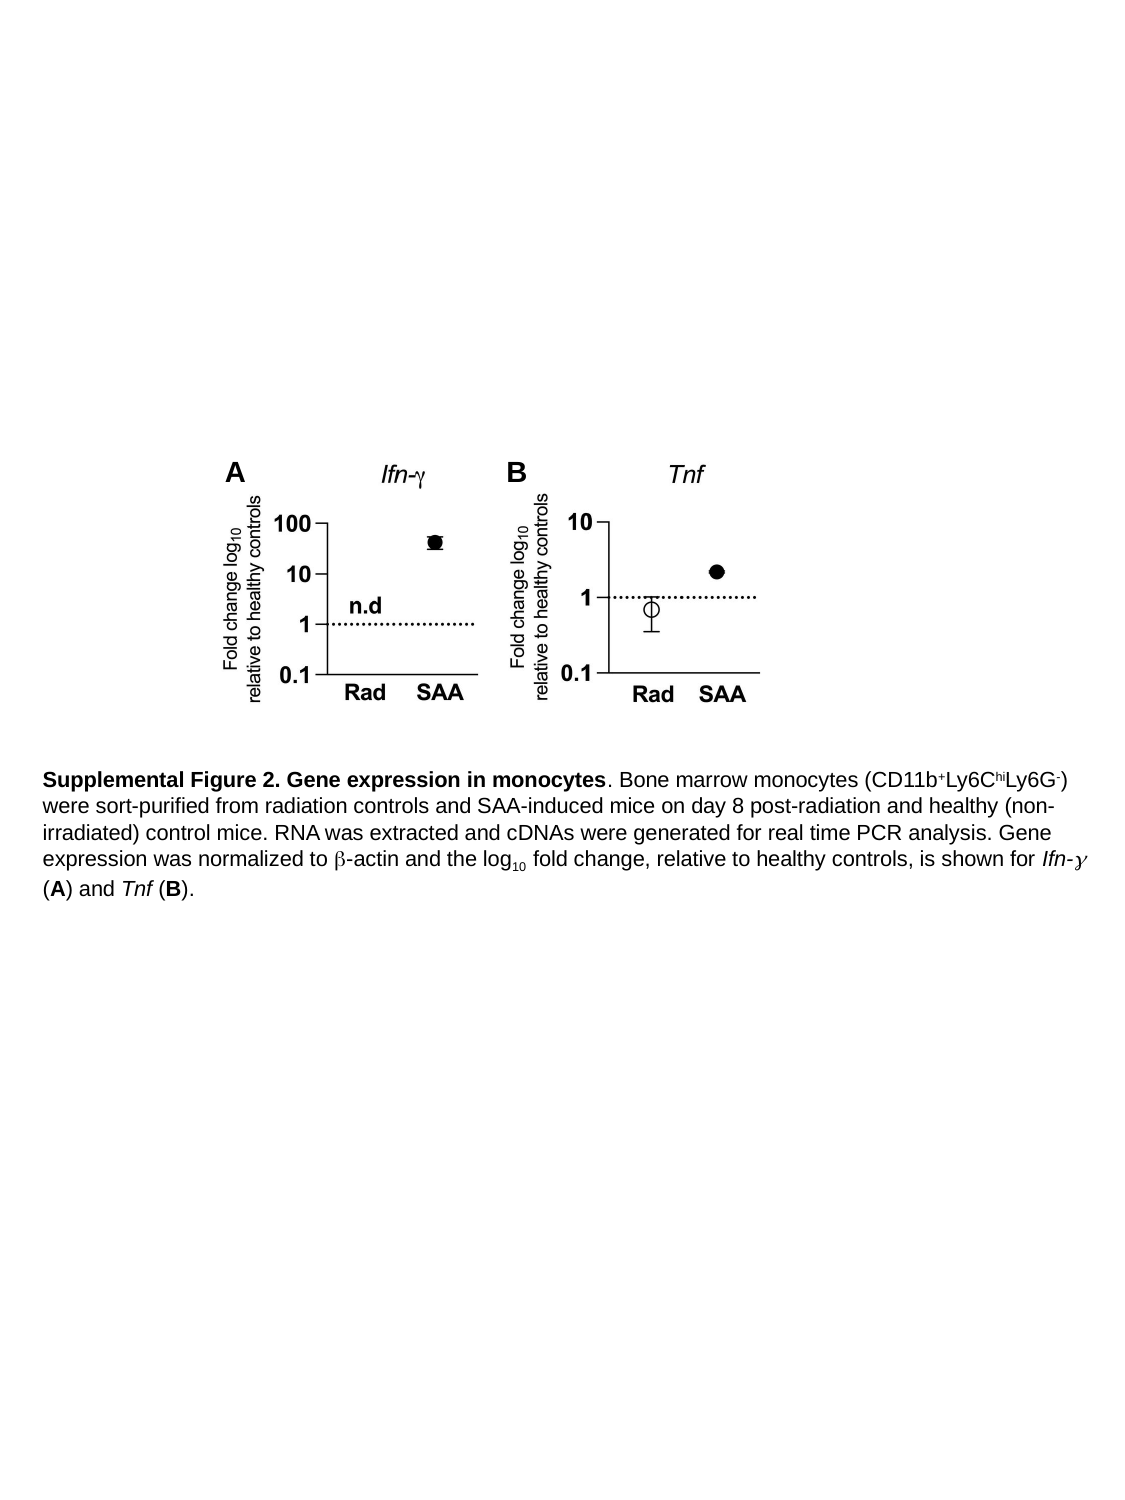

A
B
Supplemental Figure 2. Gene expression in monocytes. Bone marrow monocytes (CD11b+Ly6ChiLy6G-) were sort-purified from radiation controls and SAA-induced mice on day 8 post-radiation and healthy (non-irradiated) control mice. RNA was extracted and cDNAs were generated for real time PCR analysis. Gene expression was normalized to b-actin and the log10 fold change, relative to healthy controls, is shown for Ifn-g (A) and Tnf (B).

## Slide 3
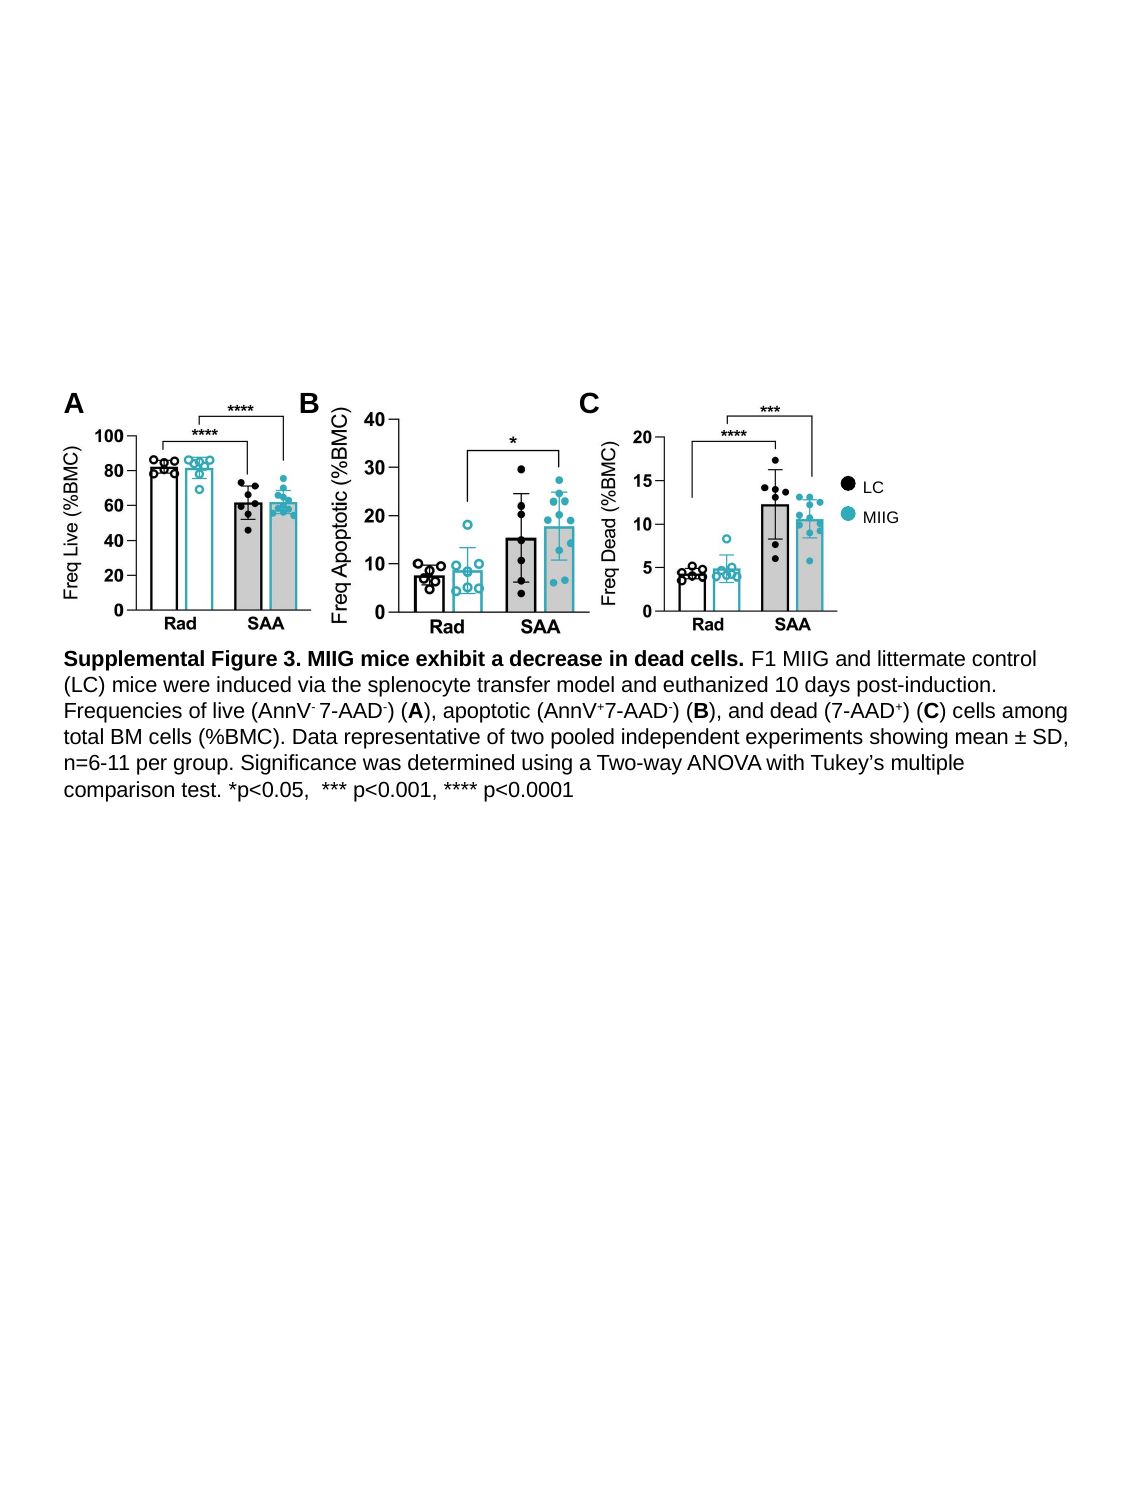

A
B
C
LC
MIIG
Supplemental Figure 3. MIIG mice exhibit a decrease in dead cells. F1 MIIG and littermate control (LC) mice were induced via the splenocyte transfer model and euthanized 10 days post-induction. Frequencies of live (AnnV- 7-AAD-) (A), apoptotic (AnnV+7-AAD-) (B), and dead (7-AAD+) (C) cells among total BM cells (%BMC). Data representative of two pooled independent experiments showing mean ± SD, n=6-11 per group. Significance was determined using a Two-way ANOVA with Tukey’s multiple comparison test. *p<0.05, *** p<0.001, **** p<0.0001

## Slide 4
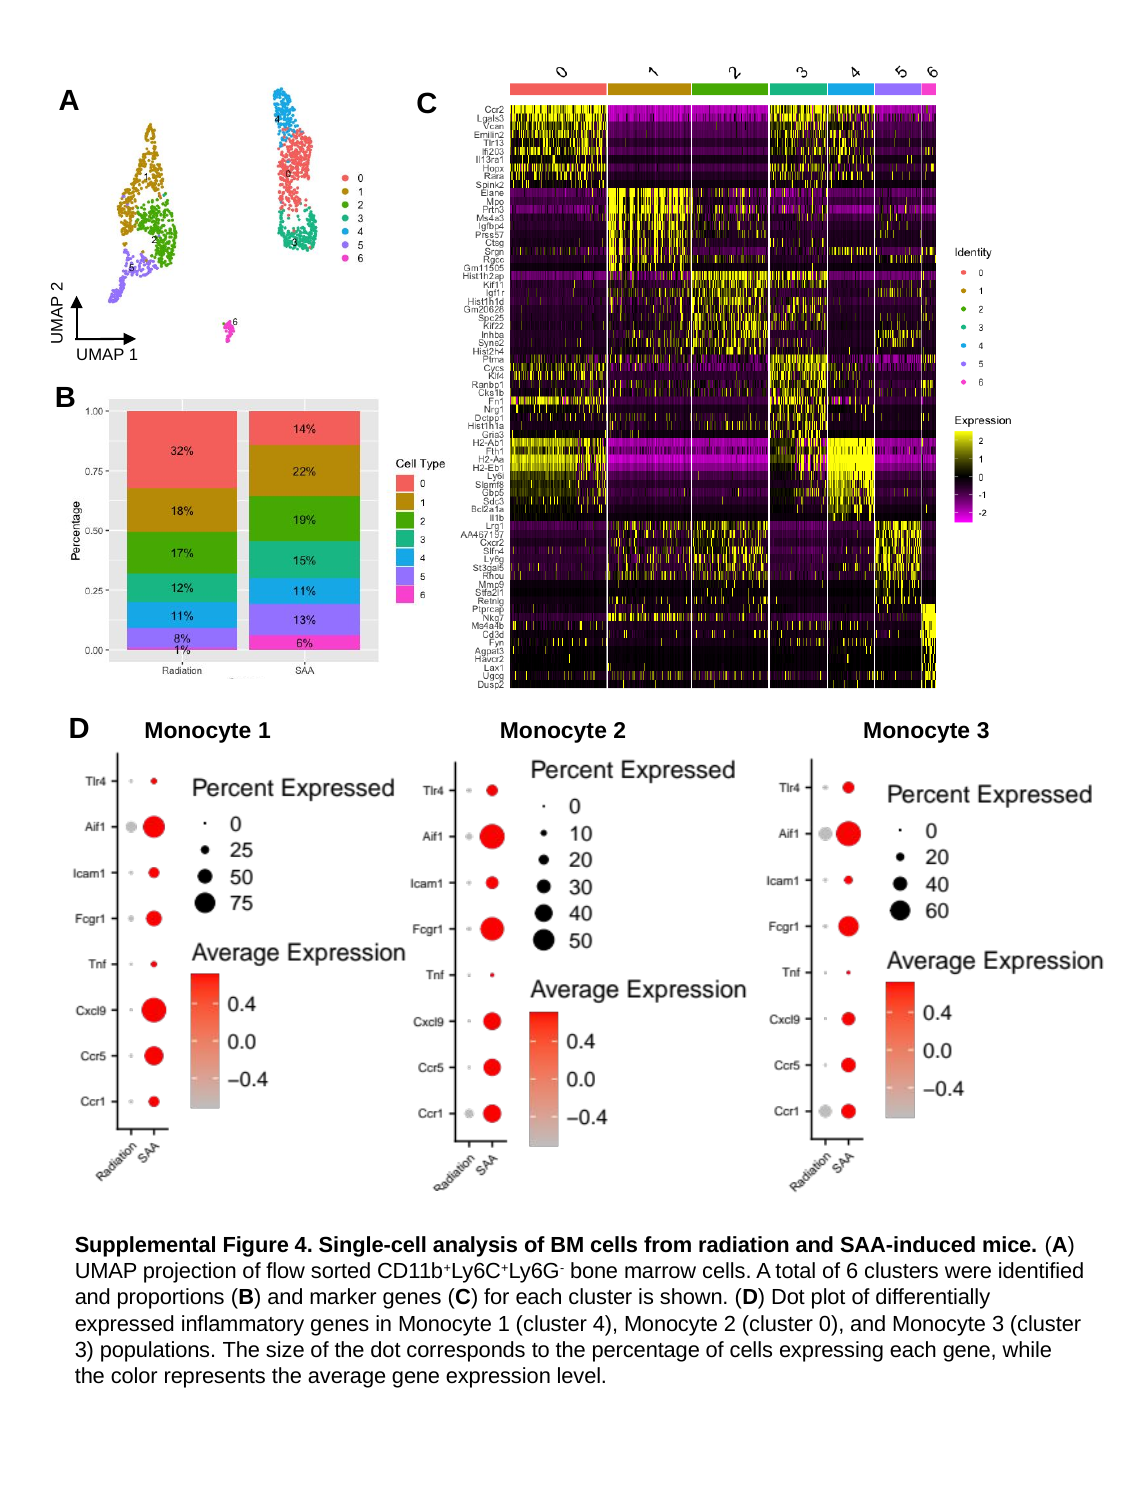

A
C
UMAP 2
UMAP 1
B
D
Monocyte 1
Monocyte 2
Monocyte 3
Supplemental Figure 4. Single-cell analysis of BM cells from radiation and SAA-induced mice. (A) UMAP projection of flow sorted CD11b+Ly6C+Ly6G- bone marrow cells. A total of 6 clusters were identified and proportions (B) and marker genes (C) for each cluster is shown. (D) Dot plot of differentially expressed inflammatory genes in Monocyte 1 (cluster 4), Monocyte 2 (cluster 0), and Monocyte 3 (cluster 3) populations. The size of the dot corresponds to the percentage of cells expressing each gene, while the color represents the average gene expression level.

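Levels of the inflammatory genes differed between the monocyte clusters. Of the *Cxcl9* UMIs of the SAA library, 1313 lay in Mono1-like, 340 in Mono2-like and 232 in Mono3-like cells, or 3699, 547.2 and 168.9 CPM. The SAA to RC ratio of *Ccr1* was 6.62 (1.71–56.6) in Mono1-like and 2.05 (1.41–2.99) in Mono2-like cells. In Mono3-like cells it was 0.824 (0.552–1.2), an interval that includes 1. *Tnf* had 1 UMI in RC and 18 in SAA among Mono1-like cells, which gives an interval from 0.965 to 254.6.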

## Slide 5
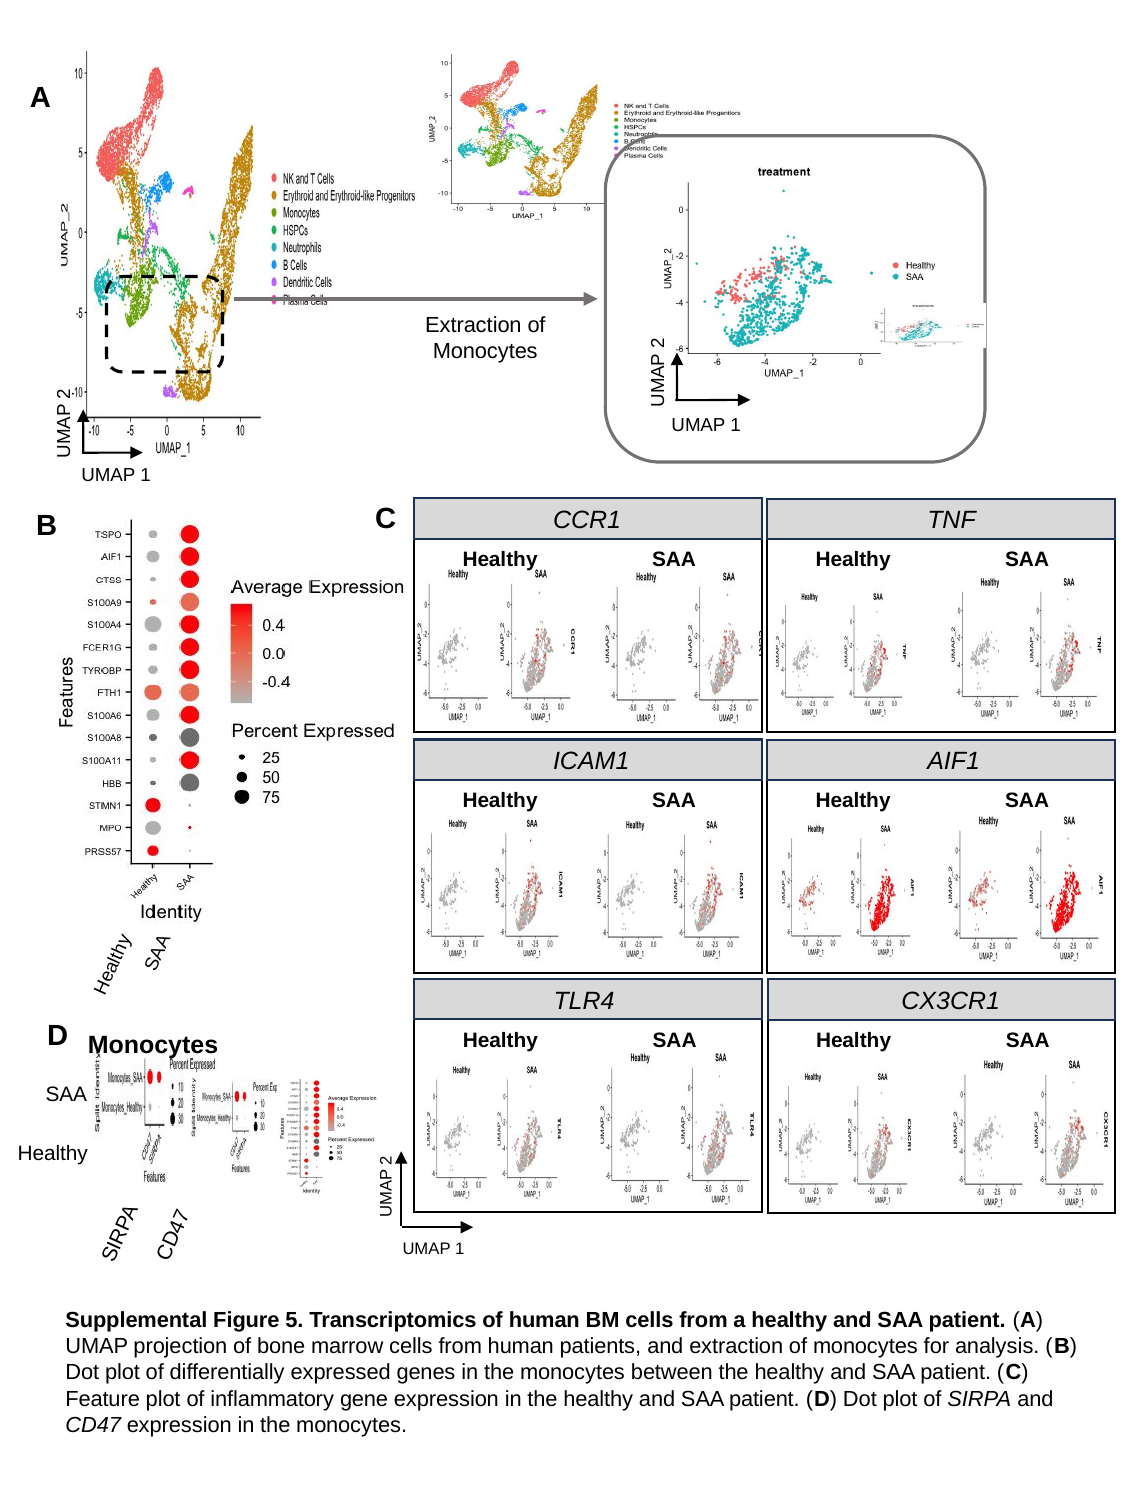

A
Extraction of Monocytes
UMAP 2
UMAP 1
UMAP 2
UMAP 1
C
CCR1
TNF
B
SAA
Healthy
SAA
Healthy
ICAM1
AIF1
SAA
Healthy
SAA
Healthy
SAA
Healthy
TLR4
CX3CR1
D
SAA
Healthy
SAA
Healthy
Monocytes
SAA
Healthy
UMAP 2
SIRPA
CD47
UMAP 1
Supplemental Figure 5. Transcriptomics of human BM cells from a healthy and SAA patient. (A) UMAP projection of bone marrow cells from human patients, and extraction of monocytes for analysis. (B) Dot plot of differentially expressed genes in the monocytes between the healthy and SAA patient. (C) Feature plot of inflammatory gene expression in the healthy and SAA patient. (D) Dot plot of SIRPA and CD47 expression in the monocytes.

## Slide 6
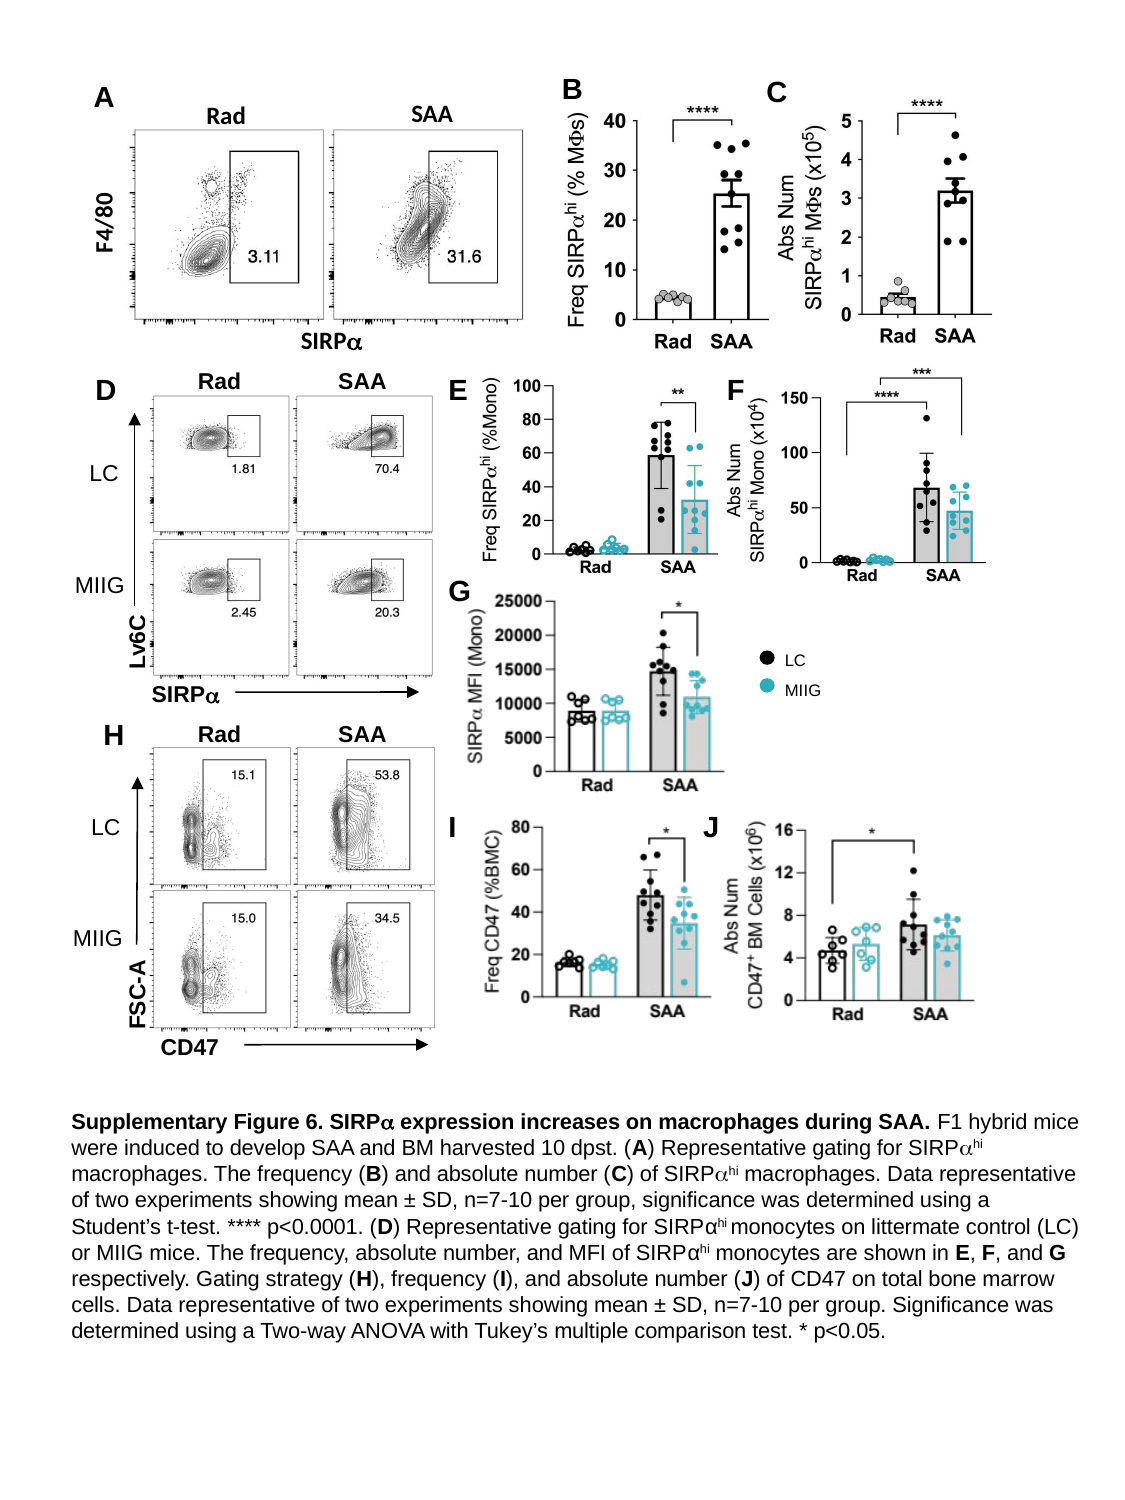

B
C
A
SAA
Rad
F4/80
SIRPa
Rad SAA
E
D
F
LC
MIIG
G
Ly6C
LC
MIIG
SIRPa
H
Rad SAA
I
J
LC
MIIG
FSC-A
CD47
Supplementary Figure 6. SIRPa expression increases on macrophages during SAA. F1 hybrid mice were induced to develop SAA and BM harvested 10 dpst. (A) Representative gating for SIRPahi macrophages. The frequency (B) and absolute number (C) of SIRPahi macrophages. Data representative of two experiments showing mean ± SD, n=7-10 per group, significance was determined using a Student’s t-test. **** p<0.0001. (D) Representative gating for SIRPαhi monocytes on littermate control (LC) or MIIG mice. The frequency, absolute number, and MFI of SIRPαhi monocytes are shown in E, F, and G respectively. Gating strategy (H), frequency (I), and absolute number (J) of CD47 on total bone marrow cells. Data representative of two experiments showing mean ± SD, n=7-10 per group. Significance was determined using a Two-way ANOVA with Tukey’s multiple comparison test. * p<0.05.

## Slide 7
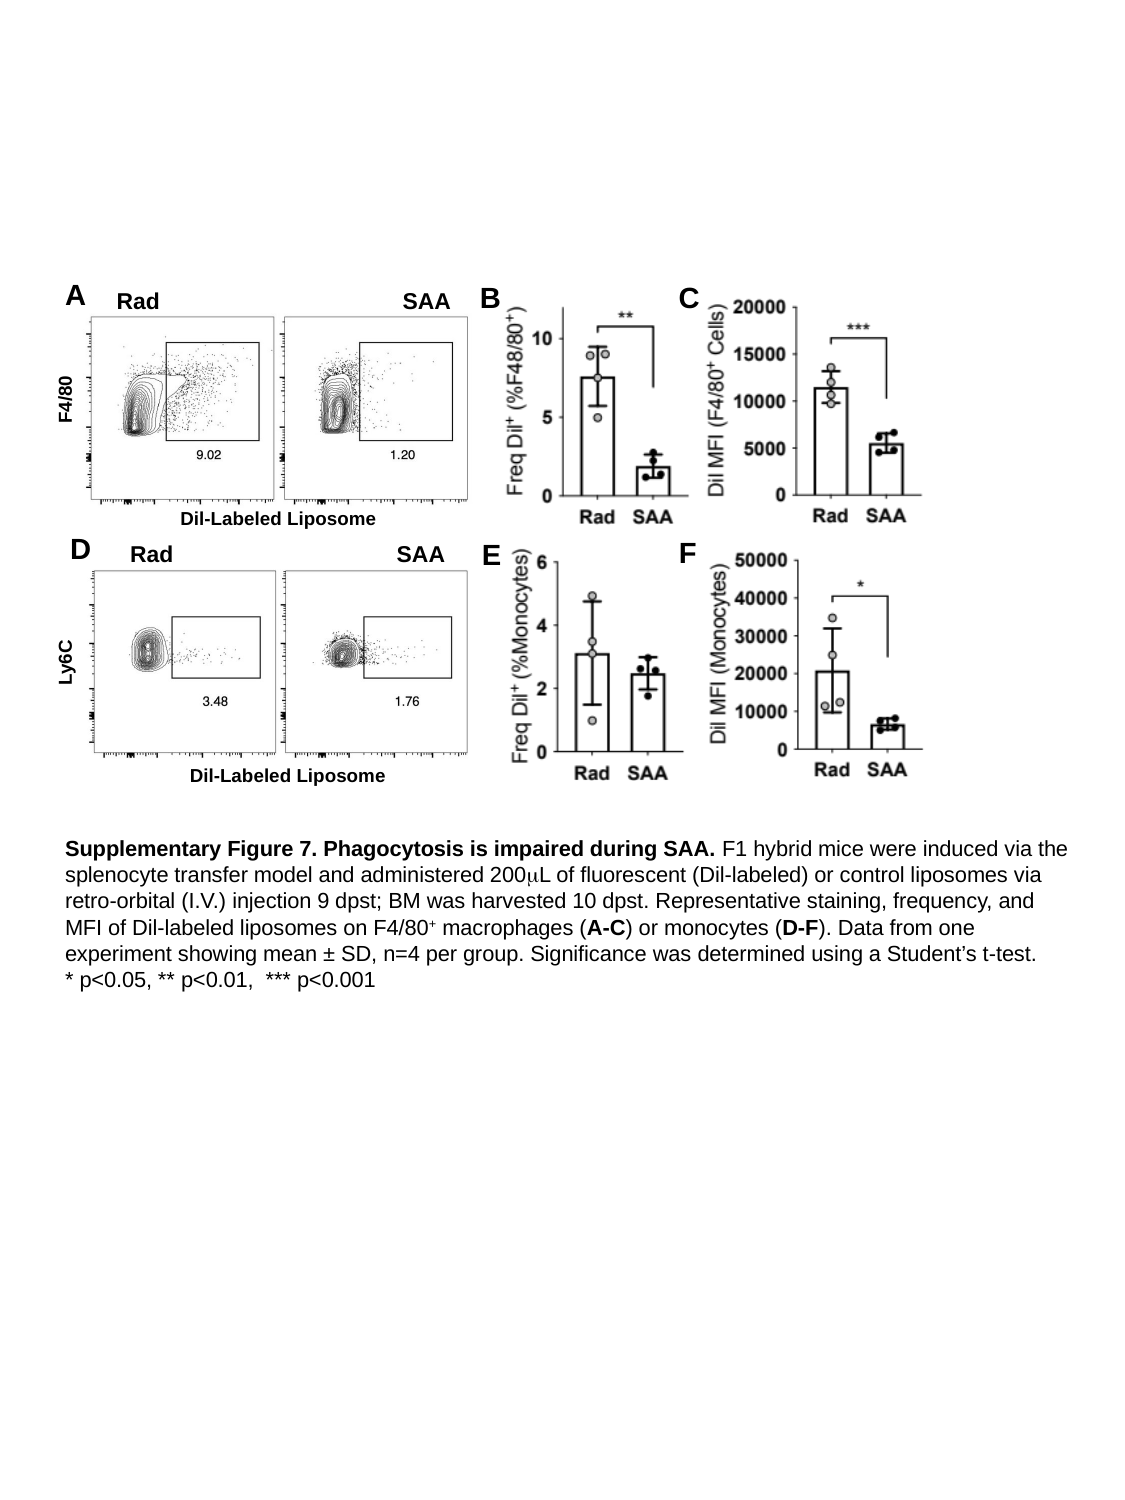

A
C
B
Rad	 SAA
F4/80
Dil-Labeled Liposome
D
F
E
Rad	 SAA
Ly6C
Dil-Labeled Liposome
Supplementary Figure 7. Phagocytosis is impaired during SAA. F1 hybrid mice were induced via the splenocyte transfer model and administered 200mL of fluorescent (Dil-labeled) or control liposomes via retro-orbital (I.V.) injection 9 dpst; BM was harvested 10 dpst. Representative staining, frequency, and MFI of Dil-labeled liposomes on F4/80+ macrophages (A-C) or monocytes (D-F). Data from one experiment showing mean ± SD, n=4 per group. Significance was determined using a Student’s t-test.
* p<0.05, ** p<0.01, *** p<0.001

## Slide 8
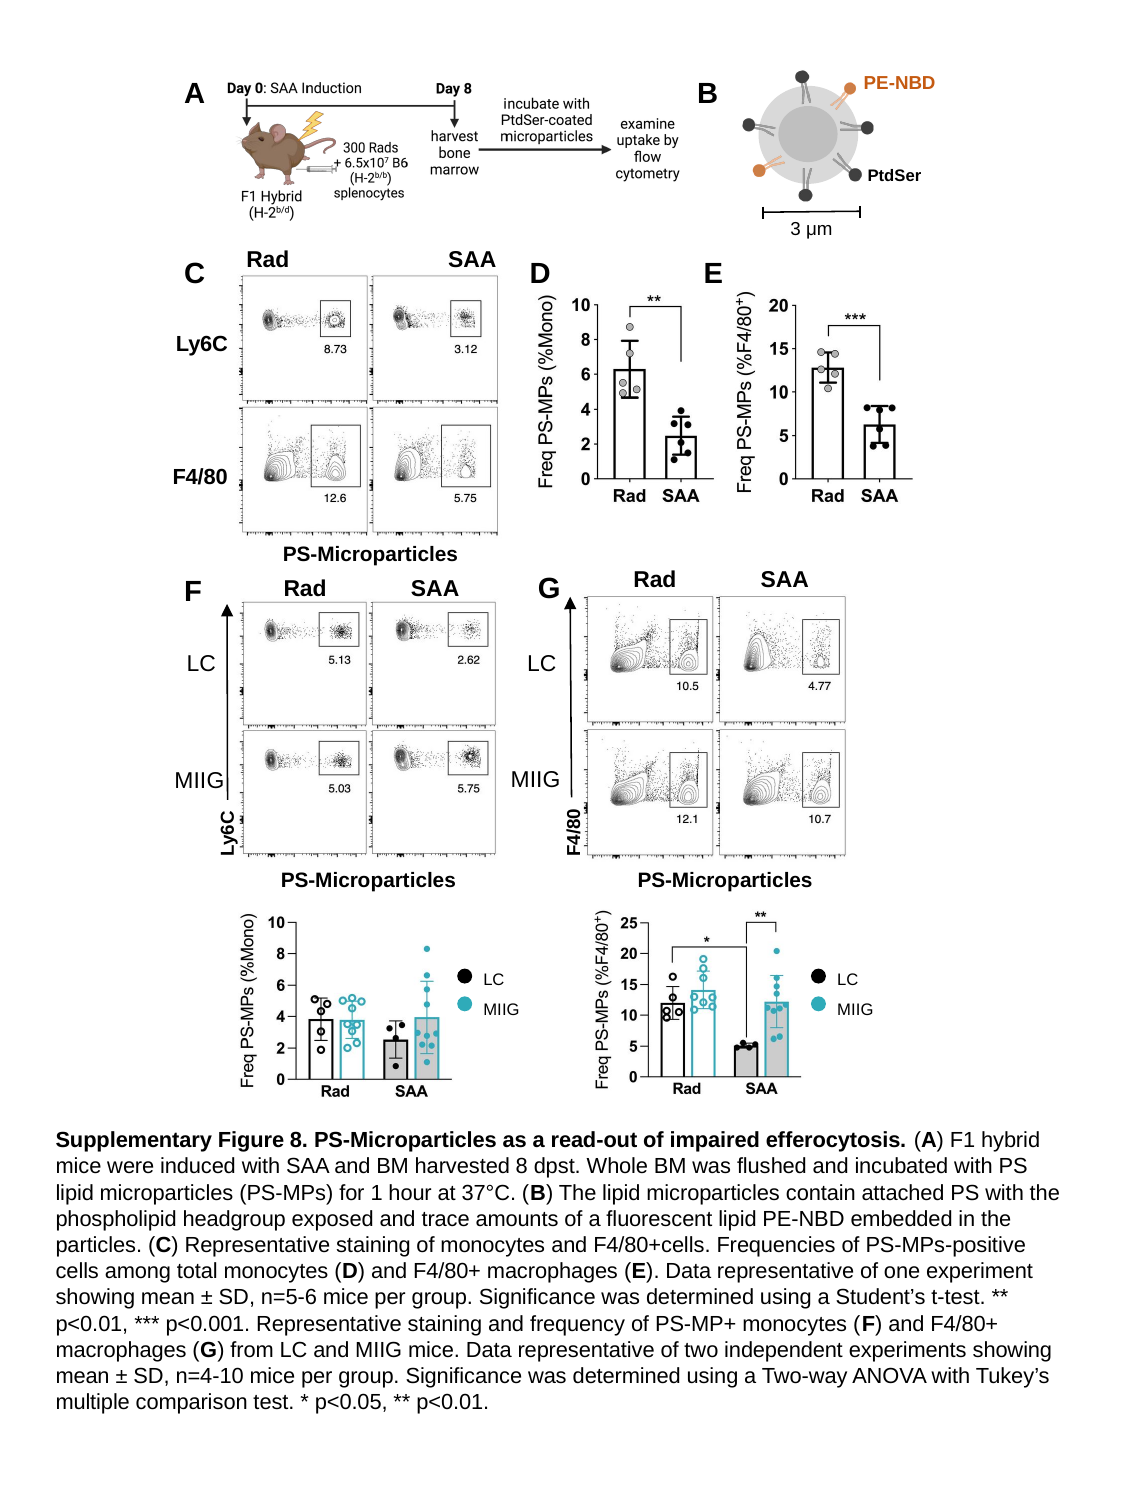

PE-NBD
PtdSer
3 μm
A
B
Rad 	 SAA
C
D
E
Ly6C
F4/80
PS-Microparticles
Rad SAA
G
F
Rad SAA
LC
LC
MIIG
MIIG
F4/80
Ly6C
PS-Microparticles
PS-Microparticles
LC
MIIG
LC
MIIG
Supplementary Figure 8. PS-Microparticles as a read-out of impaired efferocytosis. (A) F1 hybrid mice were induced with SAA and BM harvested 8 dpst. Whole BM was flushed and incubated with PS lipid microparticles (PS-MPs) for 1 hour at 37°C. (B) The lipid microparticles contain attached PS with the phospholipid headgroup exposed and trace amounts of a fluorescent lipid PE-NBD embedded in the particles. (C) Representative staining of monocytes and F4/80+cells. Frequencies of PS-MPs-positive cells among total monocytes (D) and F4/80+ macrophages (E). Data representative of one experiment showing mean ± SD, n=5-6 mice per group. Significance was determined using a Student’s t-test. ** p<0.01, *** p<0.001. Representative staining and frequency of PS-MP+ monocytes (F) and F4/80+ macrophages (G) from LC and MIIG mice. Data representative of two independent experiments showing mean ± SD, n=4-10 mice per group. Significance was determined using a Two-way ANOVA with Tukey’s multiple comparison test. * p<0.05, ** p<0.01.

## Slide 9
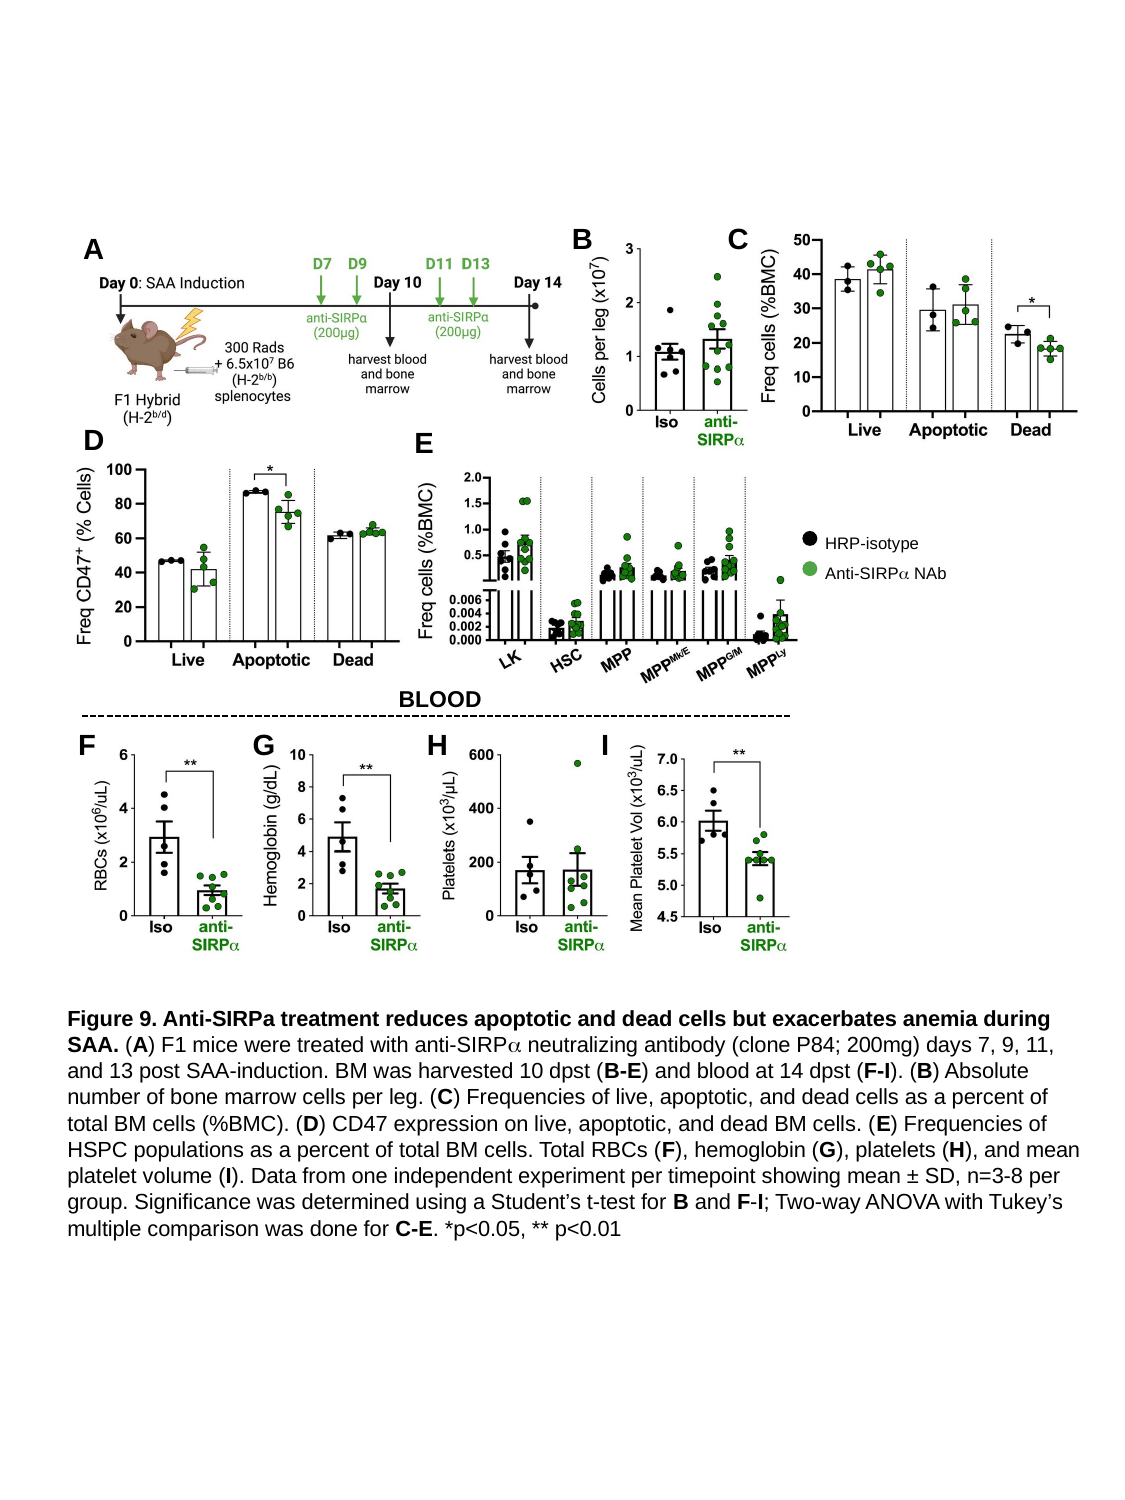

C
B
A
D
E
HRP-isotype
Anti-SIRPa NAb
BLOOD
F
G
H
I
Figure 9. Anti-SIRPa treatment reduces apoptotic and dead cells but exacerbates anemia during SAA. (A) F1 mice were treated with anti-SIRPa neutralizing antibody (clone P84; 200mg) days 7, 9, 11, and 13 post SAA-induction. BM was harvested 10 dpst (B-E) and blood at 14 dpst (F-I). (B) Absolute number of bone marrow cells per leg. (C) Frequencies of live, apoptotic, and dead cells as a percent of total BM cells (%BMC). (D) CD47 expression on live, apoptotic, and dead BM cells. (E) Frequencies of HSPC populations as a percent of total BM cells. Total RBCs (F), hemoglobin (G), platelets (H), and mean platelet volume (I). Data from one independent experiment per timepoint showing mean ± SD, n=3-8 per group. Significance was determined using a Student’s t-test for B and F-I; Two-way ANOVA with Tukey’s multiple comparison was done for C-E. *p<0.05, ** p<0.01

## Slide 10
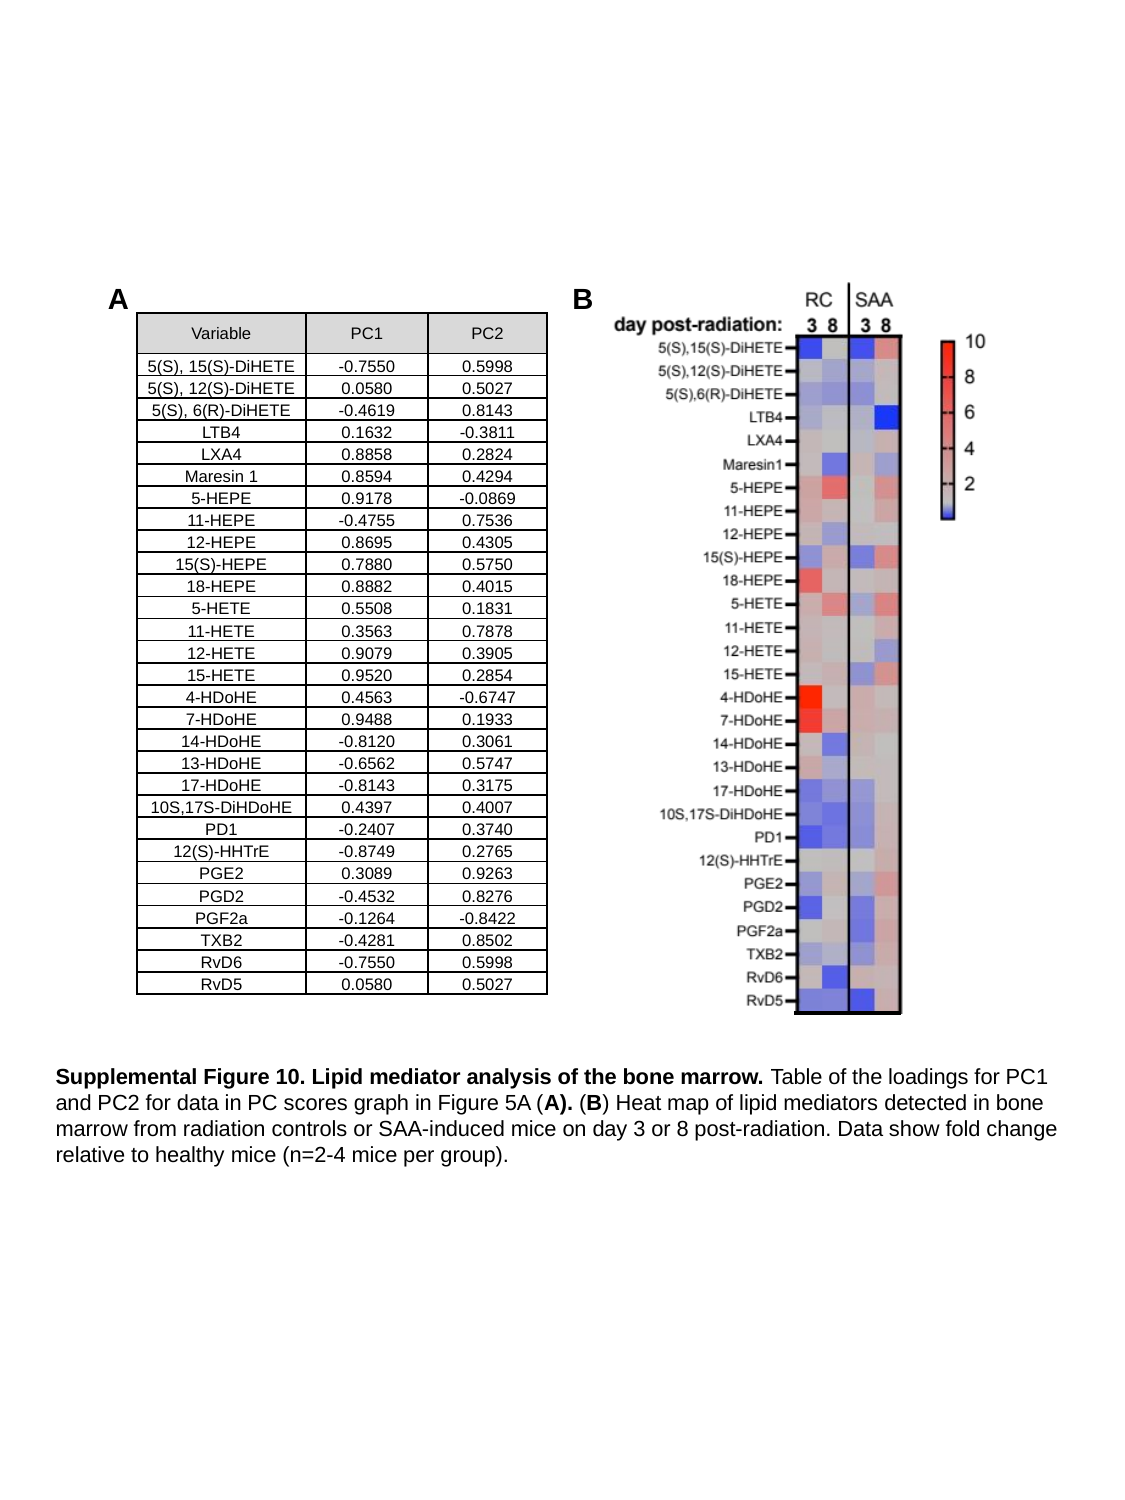

A
B
| Variable | PC1 | PC2 |
| --- | --- | --- |
| 5(S), 15(S)-DiHETE | -0.7550 | 0.5998 |
| 5(S), 12(S)-DiHETE | 0.0580 | 0.5027 |
| 5(S), 6(R)-DiHETE | -0.4619 | 0.8143 |
| LTB4 | 0.1632 | -0.3811 |
| LXA4 | 0.8858 | 0.2824 |
| Maresin 1 | 0.8594 | 0.4294 |
| 5-HEPE | 0.9178 | -0.0869 |
| 11-HEPE | -0.4755 | 0.7536 |
| 12-HEPE | 0.8695 | 0.4305 |
| 15(S)-HEPE | 0.7880 | 0.5750 |
| 18-HEPE | 0.8882 | 0.4015 |
| 5-HETE | 0.5508 | 0.1831 |
| 11-HETE | 0.3563 | 0.7878 |
| 12-HETE | 0.9079 | 0.3905 |
| 15-HETE | 0.9520 | 0.2854 |
| 4-HDoHE | 0.4563 | -0.6747 |
| 7-HDoHE | 0.9488 | 0.1933 |
| 14-HDoHE | -0.8120 | 0.3061 |
| 13-HDoHE | -0.6562 | 0.5747 |
| 17-HDoHE | -0.8143 | 0.3175 |
| 10S,17S-DiHDoHE | 0.4397 | 0.4007 |
| PD1 | -0.2407 | 0.3740 |
| 12(S)-HHTrE | -0.8749 | 0.2765 |
| PGE2 | 0.3089 | 0.9263 |
| PGD2 | -0.4532 | 0.8276 |
| PGF2a | -0.1264 | -0.8422 |
| TXB2 | -0.4281 | 0.8502 |
| RvD6 | -0.7550 | 0.5998 |
| RvD5 | 0.0580 | 0.5027 |
Supplemental Figure 10. Lipid mediator analysis of the bone marrow. Table of the loadings for PC1 and PC2 for data in PC scores graph in Figure 5A (A). (B) Heat map of lipid mediators detected in bone marrow from radiation controls or SAA-induced mice on day 3 or 8 post-radiation. Data show fold change relative to healthy mice (n=2-4 mice per group).

## Slide 11
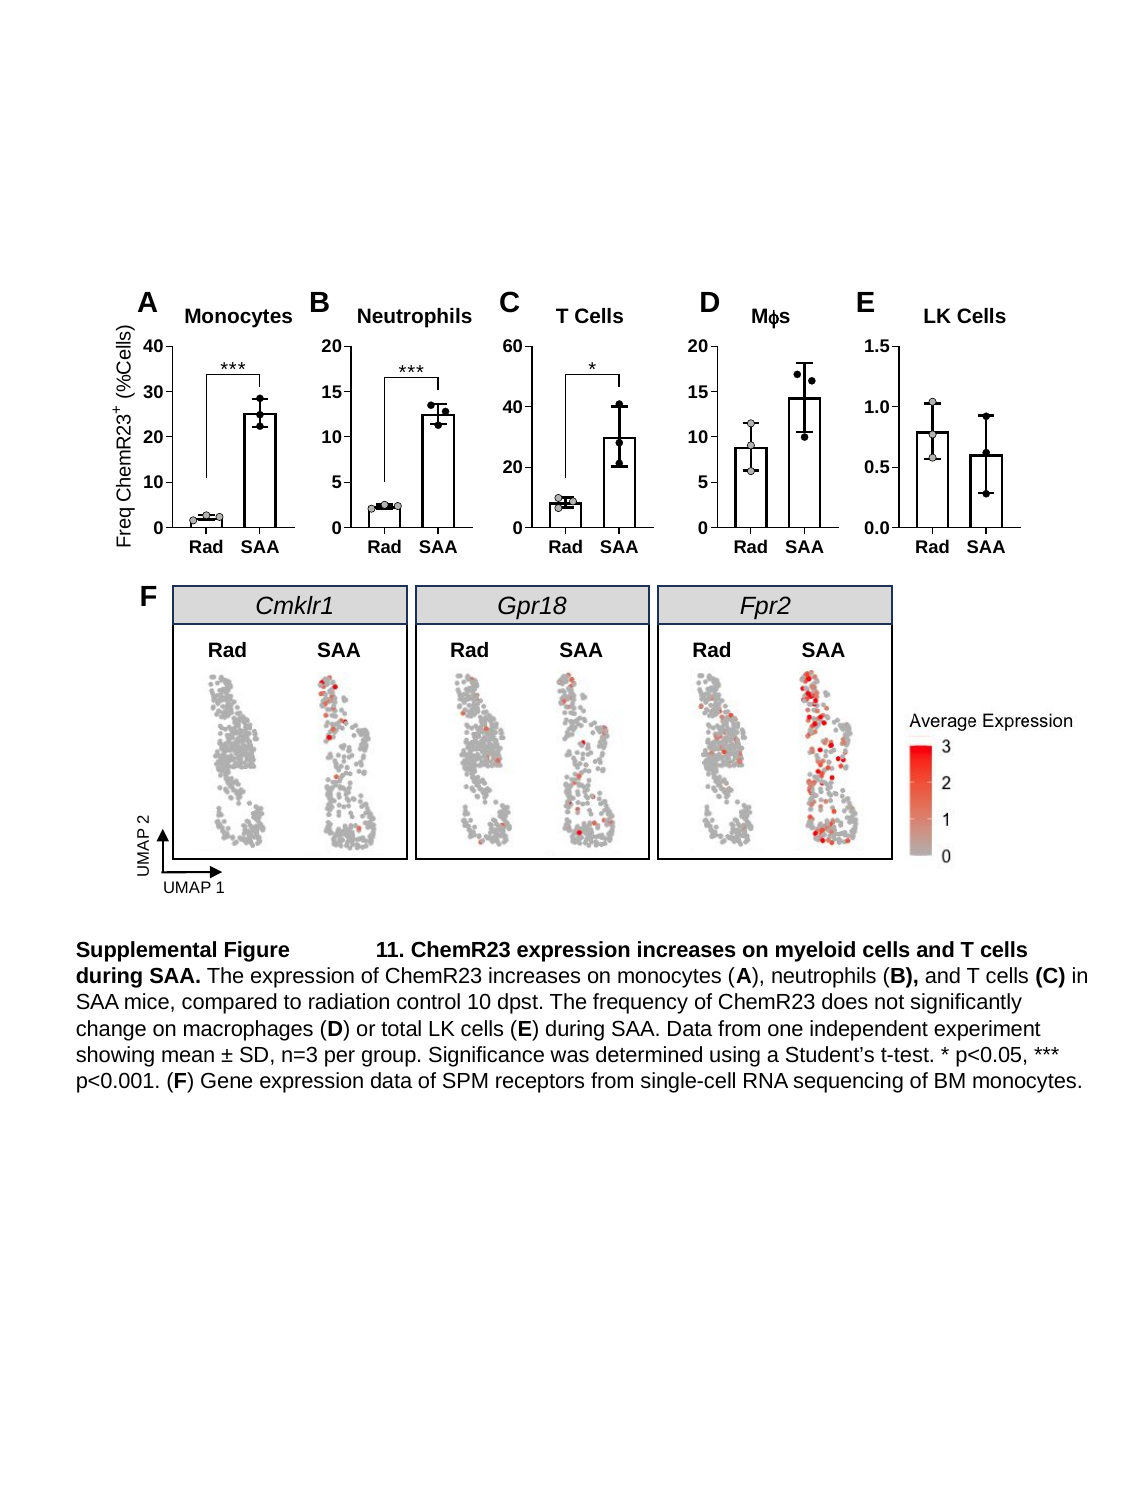

A
B
C
D
E
Monocytes
Neutrophils
T Cells
Mfs
LK Cells
F
Cmklr1
Gpr18
Fpr2
Rad
SAA
Rad
SAA
Rad
SAA
UMAP 2
UMAP 1
Supplemental Figure 	11. ChemR23 expression increases on myeloid cells and T cells during SAA. The expression of ChemR23 increases on monocytes (A), neutrophils (B), and T cells (C) in SAA mice, compared to radiation control 10 dpst. The frequency of ChemR23 does not significantly change on macrophages (D) or total LK cells (E) during SAA. Data from one independent experiment showing mean ± SD, n=3 per group. Significance was determined using a Student’s t-test. * p<0.05, *** p<0.001. (F) Gene expression data of SPM receptors from single-cell RNA sequencing of BM monocytes.

## Slide 12
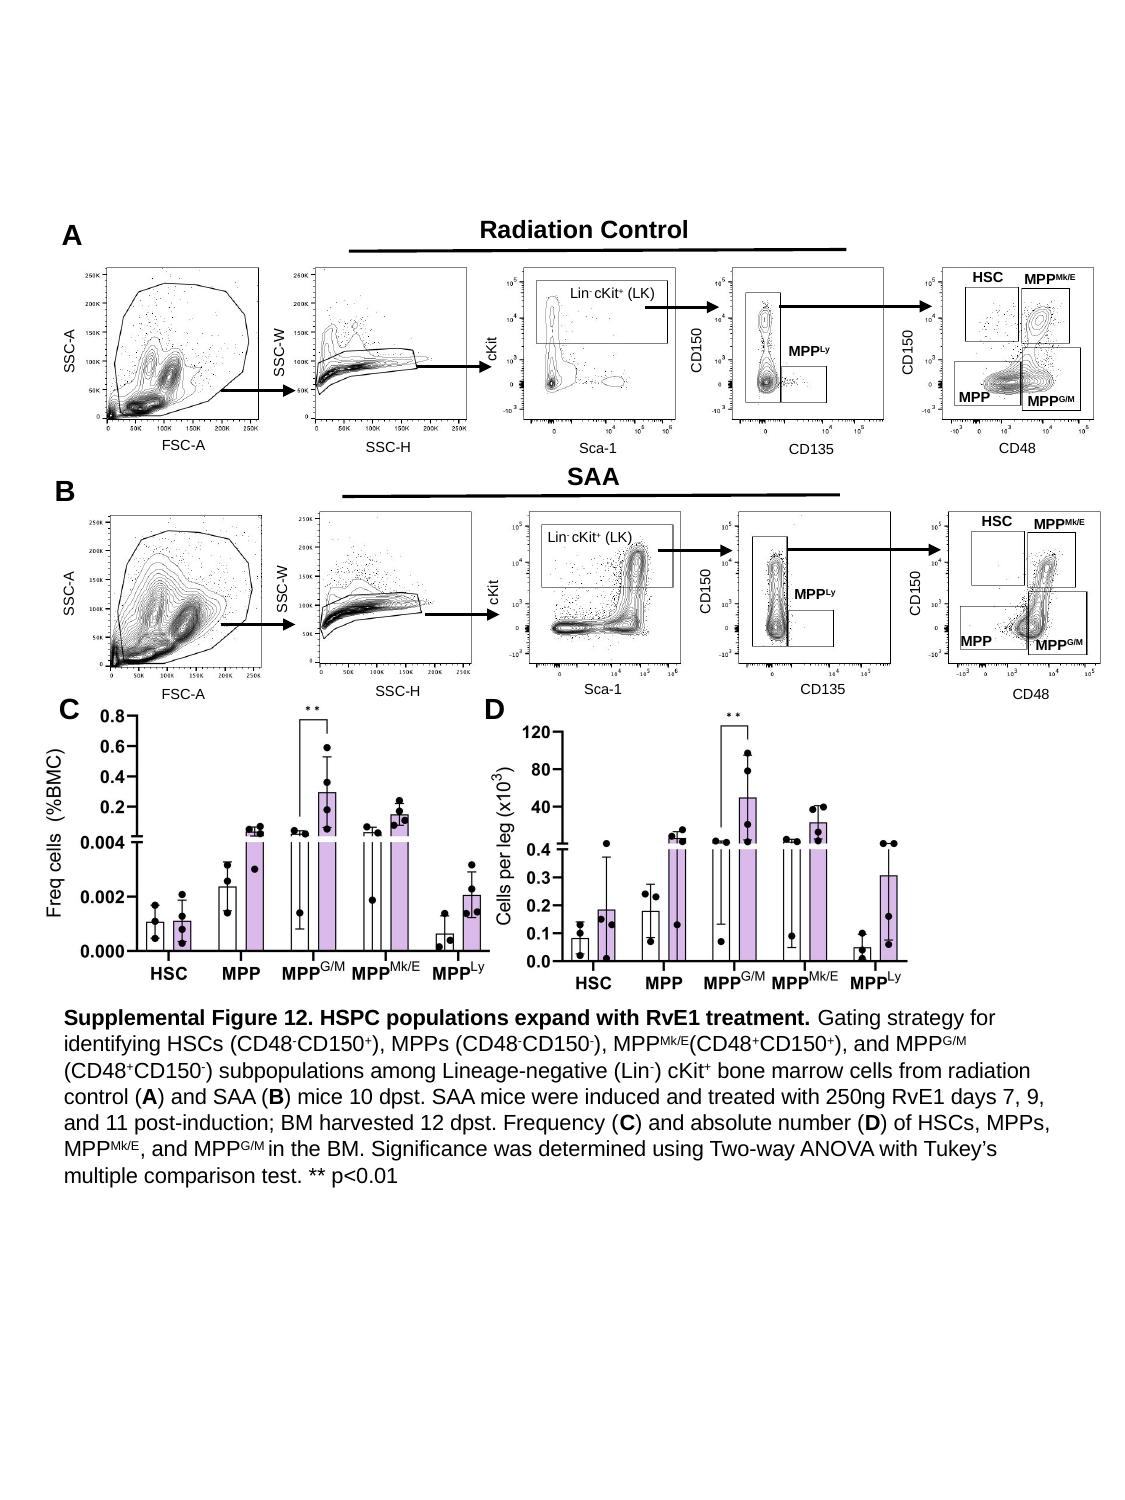

Radiation Control
A
HSC
MPPMk/E
Lin- cKit+ (LK)
cKit
CD150
CD150
MPPLy
SSC-A
SSC-W
MPP
MPPG/M
FSC-A
SSC-H
Sca-1
CD48
CD135
SAA
B
HSC
MPPMk/E
Lin- cKit+ (LK)
cKit
SSC-W
CD150
CD150
SSC-A
MPPLy
MPP
MPPG/M
CD135
Sca-1
SSC-H
FSC-A
CD48
D
C
Supplemental Figure 12. HSPC populations expand with RvE1 treatment. Gating strategy for identifying HSCs (CD48-CD150+), MPPs (CD48-CD150-), MPPMk/E(CD48+CD150+), and MPPG/M (CD48+CD150-) subpopulations among Lineage-negative (Lin-) cKit+ bone marrow cells from radiation control (A) and SAA (B) mice 10 dpst. SAA mice were induced and treated with 250ng RvE1 days 7, 9, and 11 post-induction; BM harvested 12 dpst. Frequency (C) and absolute number (D) of HSCs, MPPs, MPPMk/E, and MPPG/M in the BM. Significance was determined using Two-way ANOVA with Tukey’s multiple comparison test. ** p<0.01

## Slide 13
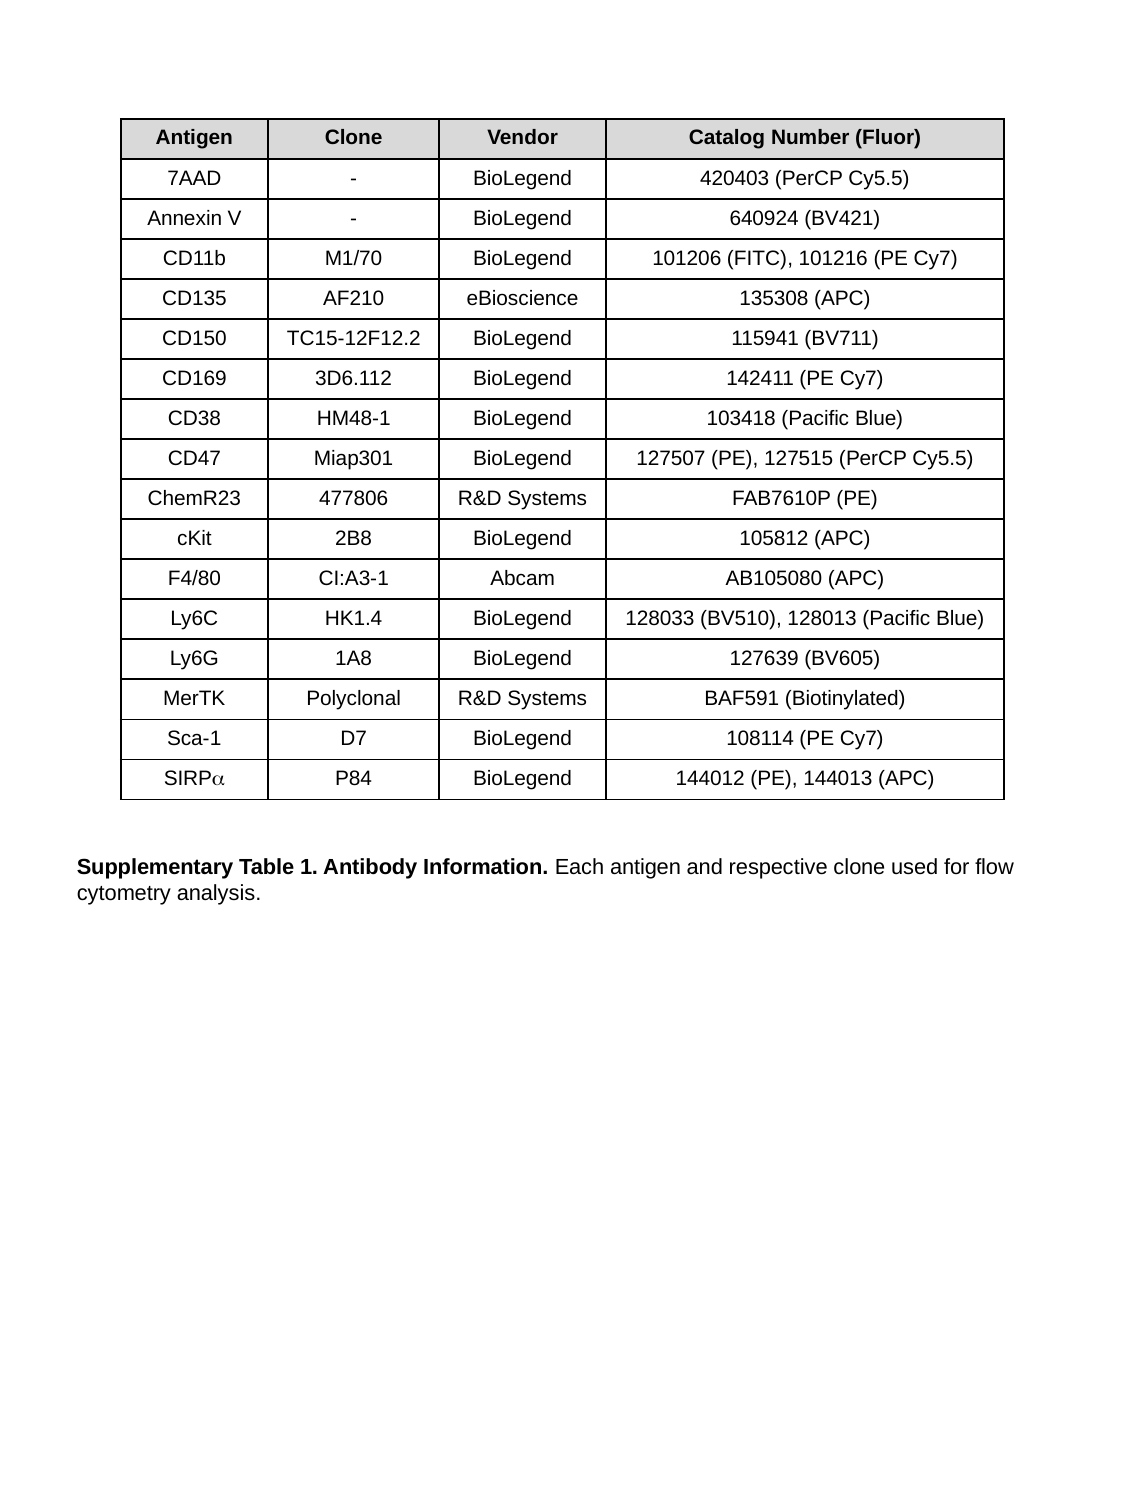

| Antigen | Clone | Vendor | Catalog Number (Fluor) |
| --- | --- | --- | --- |
| 7AAD | - | BioLegend | 420403 (PerCP Cy5.5) |
| Annexin V | - | BioLegend | 640924 (BV421) |
| CD11b | M1/70 | BioLegend | 101206 (FITC), 101216 (PE Cy7) |
| CD135 | AF210 | eBioscience | 135308 (APC) |
| CD150 | TC15-12F12.2 | BioLegend | 115941 (BV711) |
| CD169 | 3D6.112 | BioLegend | 142411 (PE Cy7) |
| CD38 | HM48-1 | BioLegend | 103418 (Pacific Blue) |
| CD47 | Miap301 | BioLegend | 127507 (PE), 127515 (PerCP Cy5.5) |
| ChemR23 | 477806 | R&D Systems | FAB7610P (PE) |
| cKit | 2B8 | BioLegend | 105812 (APC) |
| F4/80 | CI:A3-1 | Abcam | AB105080 (APC) |
| Ly6C | HK1.4 | BioLegend | 128033 (BV510), 128013 (Pacific Blue) |
| Ly6G | 1A8 | BioLegend | 127639 (BV605) |
| MerTK | Polyclonal | R&D Systems | BAF591 (Biotinylated) |
| Sca-1 | D7 | BioLegend | 108114 (PE Cy7) |
| SIRPa | P84 | BioLegend | 144012 (PE), 144013 (APC) |
Supplementary Table 1. Antibody Information. Each antigen and respective clone used for flow cytometry analysis.

## Slide 14
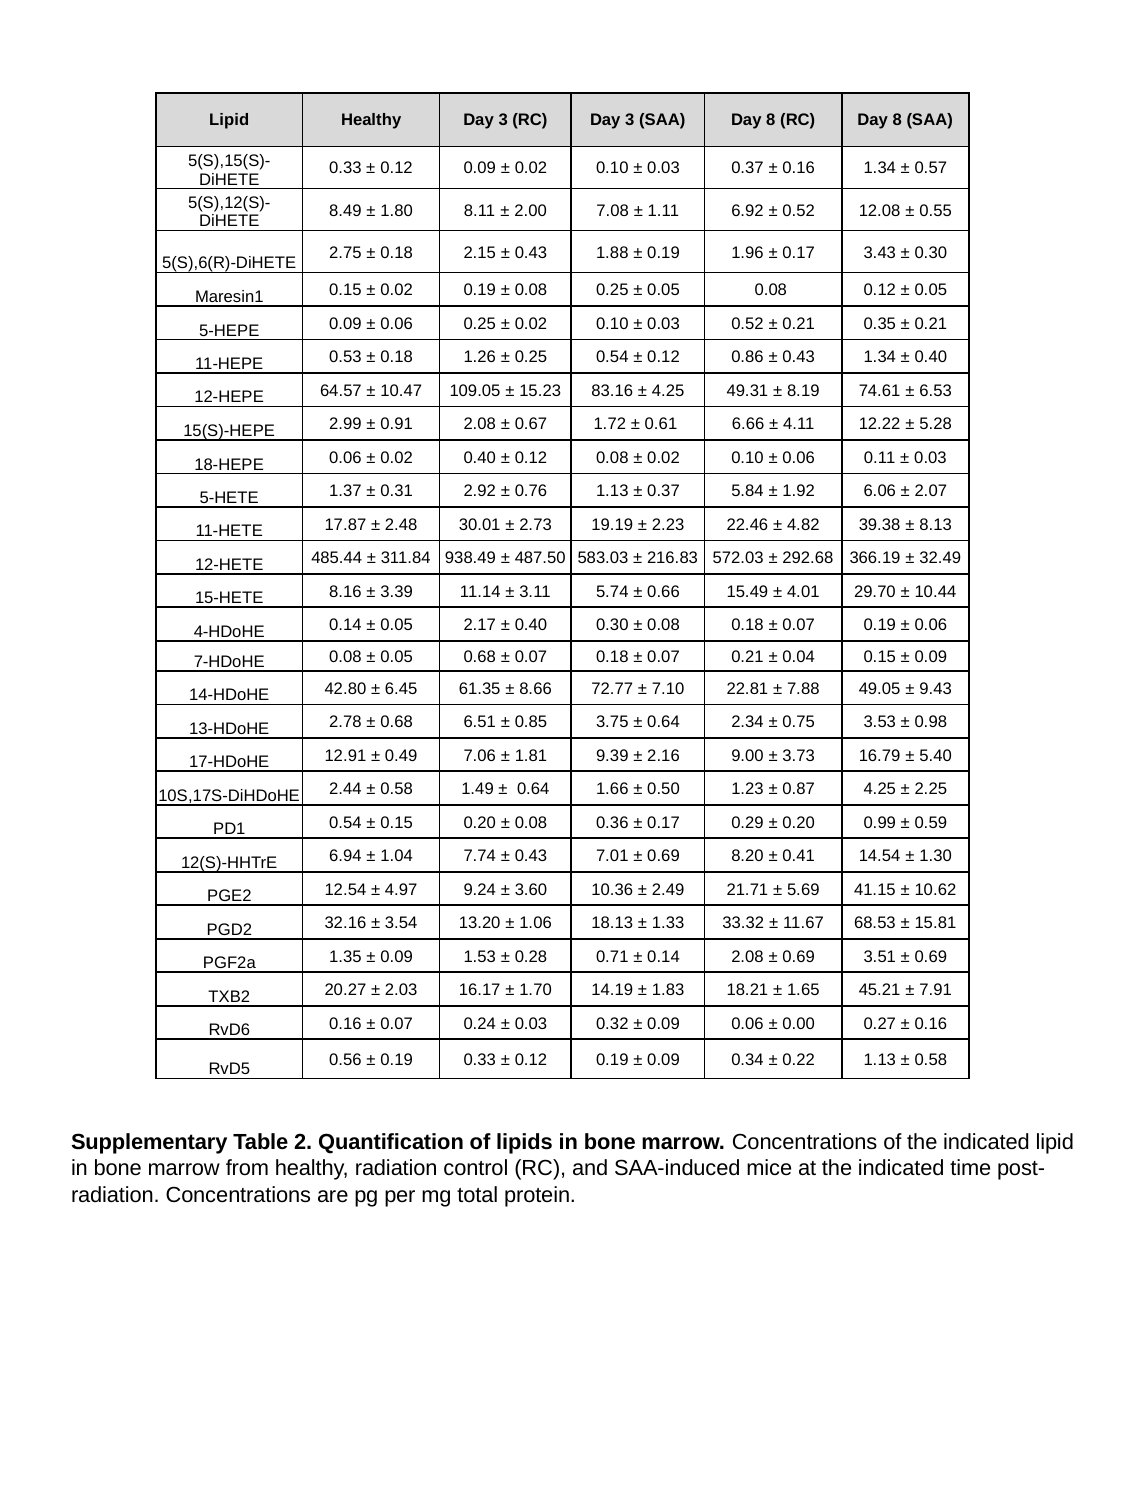

| Lipid | Healthy | Day 3 (RC) | Day 3 (SAA) | Day 8 (RC) | Day 8 (SAA) |
| --- | --- | --- | --- | --- | --- |
| 5(S),15(S)-DiHETE | 0.33 ± 0.12 | 0.09 ± 0.02 | 0.10 ± 0.03 | 0.37 ± 0.16 | 1.34 ± 0.57 |
| 5(S),12(S)-DiHETE | 8.49 ± 1.80 | 8.11 ± 2.00 | 7.08 ± 1.11 | 6.92 ± 0.52 | 12.08 ± 0.55 |
| 5(S),6(R)-DiHETE | 2.75 ± 0.18 | 2.15 ± 0.43 | 1.88 ± 0.19 | 1.96 ± 0.17 | 3.43 ± 0.30 |
| Maresin1 | 0.15 ± 0.02 | 0.19 ± 0.08 | 0.25 ± 0.05 | 0.08 | 0.12 ± 0.05 |
| 5-HEPE | 0.09 ± 0.06 | 0.25 ± 0.02 | 0.10 ± 0.03 | 0.52 ± 0.21 | 0.35 ± 0.21 |
| 11-HEPE | 0.53 ± 0.18 | 1.26 ± 0.25 | 0.54 ± 0.12 | 0.86 ± 0.43 | 1.34 ± 0.40 |
| 12-HEPE | 64.57 ± 10.47 | 109.05 ± 15.23 | 83.16 ± 4.25 | 49.31 ± 8.19 | 74.61 ± 6.53 |
| 15(S)-HEPE | 2.99 ± 0.91 | 2.08 ± 0.67 | 1.72 ± 0.61 | 6.66 ± 4.11 | 12.22 ± 5.28 |
| 18-HEPE | 0.06 ± 0.02 | 0.40 ± 0.12 | 0.08 ± 0.02 | 0.10 ± 0.06 | 0.11 ± 0.03 |
| 5-HETE | 1.37 ± 0.31 | 2.92 ± 0.76 | 1.13 ± 0.37 | 5.84 ± 1.92 | 6.06 ± 2.07 |
| 11-HETE | 17.87 ± 2.48 | 30.01 ± 2.73 | 19.19 ± 2.23 | 22.46 ± 4.82 | 39.38 ± 8.13 |
| 12-HETE | 485.44 ± 311.84 | 938.49 ± 487.50 | 583.03 ± 216.83 | 572.03 ± 292.68 | 366.19 ± 32.49 |
| 15-HETE | 8.16 ± 3.39 | 11.14 ± 3.11 | 5.74 ± 0.66 | 15.49 ± 4.01 | 29.70 ± 10.44 |
| 4-HDoHE | 0.14 ± 0.05 | 2.17 ± 0.40 | 0.30 ± 0.08 | 0.18 ± 0.07 | 0.19 ± 0.06 |
| 7-HDoHE | 0.08 ± 0.05 | 0.68 ± 0.07 | 0.18 ± 0.07 | 0.21 ± 0.04 | 0.15 ± 0.09 |
| 14-HDoHE | 42.80 ± 6.45 | 61.35 ± 8.66 | 72.77 ± 7.10 | 22.81 ± 7.88 | 49.05 ± 9.43 |
| 13-HDoHE | 2.78 ± 0.68 | 6.51 ± 0.85 | 3.75 ± 0.64 | 2.34 ± 0.75 | 3.53 ± 0.98 |
| 17-HDoHE | 12.91 ± 0.49 | 7.06 ± 1.81 | 9.39 ± 2.16 | 9.00 ± 3.73 | 16.79 ± 5.40 |
| 10S,17S-DiHDoHE | 2.44 ± 0.58 | 1.49 ± 0.64 | 1.66 ± 0.50 | 1.23 ± 0.87 | 4.25 ± 2.25 |
| PD1 | 0.54 ± 0.15 | 0.20 ± 0.08 | 0.36 ± 0.17 | 0.29 ± 0.20 | 0.99 ± 0.59 |
| 12(S)-HHTrE | 6.94 ± 1.04 | 7.74 ± 0.43 | 7.01 ± 0.69 | 8.20 ± 0.41 | 14.54 ± 1.30 |
| PGE2 | 12.54 ± 4.97 | 9.24 ± 3.60 | 10.36 ± 2.49 | 21.71 ± 5.69 | 41.15 ± 10.62 |
| PGD2 | 32.16 ± 3.54 | 13.20 ± 1.06 | 18.13 ± 1.33 | 33.32 ± 11.67 | 68.53 ± 15.81 |
| PGF2a | 1.35 ± 0.09 | 1.53 ± 0.28 | 0.71 ± 0.14 | 2.08 ± 0.69 | 3.51 ± 0.69 |
| TXB2 | 20.27 ± 2.03 | 16.17 ± 1.70 | 14.19 ± 1.83 | 18.21 ± 1.65 | 45.21 ± 7.91 |
| RvD6 | 0.16 ± 0.07 | 0.24 ± 0.03 | 0.32 ± 0.09 | 0.06 ± 0.00 | 0.27 ± 0.16 |
| RvD5 | 0.56 ± 0.19 | 0.33 ± 0.12 | 0.19 ± 0.09 | 0.34 ± 0.22 | 1.13 ± 0.58 |
Supplementary Table 2. Quantification of lipids in bone marrow. Concentrations of the indicated lipid in bone marrow from healthy, radiation control (RC), and SAA-induced mice at the indicated time post-radiation. Concentrations are pg per mg total protein.

How the deposited data were processed for this re-analysis (not part of the article)

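Single-cell RNA sequencing of sorted bone marrow cells from RC and SAA mice was analysed, 2 libraries in all, each made from the pooled cells of 3 mice. Human data, flow cytometry, lipid measurements and RT-PCR were not analysed here. The deposited values are UMI counts per gene and cell barcode, which the authors made with Cell Ranger 6.0.1 against mm10 from Chromium libraries, and they hold the barcodes called cells and 31053 genes without normalization. The files still include the barcodes that the study's own cell filter removes.

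Cells with over 25% mitochondrial RNA or under 1000 detected genes were removed, as the methods state. The counts were log-normalized, integrated by anchors over 30 dimensions from 2000 variable genes per library, and clustered at resolution 0.5 with seed 42 in Seurat 5.3.0 under R 4.3.3. Dimensions, number of variable genes and resolution are not given in the text of the paper and were set here. A cluster was named after the cell type with the highest sum of positive log2 ratios, cluster against other cells, over markers detected in at least 10% of its cells, if at least 3 were. Very shallow clusters with no such marker among their top 10 genes stayed unnamed. This scoring rule was settled after the clusters had been seen. The markers themselves, the 26 gene lists, the comparisons, the rule for named genes and the alternatives were fixed before the data were examined, apart from alternatives on log-normalized values, on the linear algebra kernel and on the cycling share in clusterings of all cells. The genes named are those the study names or shows for this experiment, the 15 highest and 15 lowest in monocyte-like and the 10 highest and 10 lowest in granulocyte-like cells by the bounds of their intervals among genes with at least 100 UMIs, and the 4 members of each list with the most UMIs. Values of 2 single genes that this rule selects are not reported here. The figures of the study had been seen when the rule was written.

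Monocyte-like cells were also clustered again without the interferon and MHC lists. This clustering, and that of all cells without a filter or without doublets, moved with numerical rounding and the sorting of names, so the linear algebra kernel (OpenBLAS for Haswell processors) and the locale were fixed. An earlier run with the kernel left open gave other shares, which were replaced. Doublets were called per library with Scrublet as run in scanpy 1.11.5 at an expected rate of 1%, kept in the main analysis and removed in an alternative. UMIs were summed per library and class, and CPM, ratios, shares and their 95% intervals were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. A gene at 0 UMIs in 1 library was compared with a floor of 3 UMIs. A list's median log2 ratio was taken over members with at least 20 UMIs in both libraries together and placed among 10000 random lists of the same size drawn from 20 bins of expression, as a description of these libraries. The thinning depth of 2600 UMIs is the 10th percentile of UMIs per retained cell, rounded down. Figures were drawn with matplotlib 3.10.9. Gene coordinates come from a GRCm38 annotation that matched 30934 of the genes by identifier and is not the release the authors used. Of the genes, 71 share a symbol with another and were kept apart by identifier.

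With 1 library per condition no p-value was computed between conditions and cells were not used as replicates. Alternatives changed the cell filter, doublets, integration, clustering resolution and clustering genes. Others scaled the libraries by the TMM factors of edgeR 4.0.16, by the median of ratios or without the genes most different, weighted cells equally, thinned cells, or changed the minimum of UMIs for list members. The intervals were tested on simulated counts with the means and sizes of the monocyte-like sums. They held the true ratio for 95.6% of 4625 unchanged genes, for 98% of 50 genes raised by 1 and 96% of 50 raised by 2 on the log2 scale, and for 100% and 94% of 50 genes each lowered by as much. A simulated list of 20 genes raised by 1 reached the percentile 100, and 98% of 50 unchanged lists lay between percentiles 2.5 and 97.5. The simulation was of monocyte-like sums and not of single cells. It therefore does not test the intervals where the UMIs of a gene lie in few cells, or those of single monocyte clusters.

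Technical explanations were weighed with 16 tests, of which 7 had their bounds set before the result was seen and 9 after. During the work 3 of the tests had been taken out after the expression tables had been seen, 2 bounds had been shortened, and the outcome of 1 test had been overridden. All of this was undone, and each outcome is given by the bounds as first written, apart from the test of genes abundant in monocyte-like cells. Its first bound, a minimum of 5% of the 123 genes, is diluted by genes that all cells express and was missed at 4.88%, so it was replaced, after the result had been seen, by a minimum of 5 genes.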

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

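The tests of *S100a8*, of distinct monocyte markers per cell and of genes abundant in monocyte-like cells were chosen only after the result was seen, and the other tests in this part were set before it. Each result below is a signal in genes or cells that the text of the paper does not report for its single-cell data, although it names some of the genes in other cells or by other methods.

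In granulocyte-like cells of the SAA library the interferon-γ-inducible GTPases had a median log2 ratio of 4.71 against RC, other interferon-γ genes 2.32, type I interferon genes 3.67, MHC class I genes 2.83, chemokine genes 2.06 and complement genes 1.33. *Gbp2* had 2 UMIs in granulocyte-like cells of RC and 724 in SAA, and *Oasl2* 0 and 568. Free RNA and doublets were tested on the GTPase genes only. Free RNA from monocyte-like cells would place GTPase genes in granulocyte-like cells in the proportion of monocyte markers. Their median granulocyte-like to monocyte-like ratio of 0.369 was 33.6 times that of the markers (0.0110). Doublets with monocyte-like cells would leave most cells without GTPase UMIs, whereas 86.4% (82.5–89.6%) of thinned granulocyte-like cells of SAA held one. For the GTPase genes both values argue against these explanations, which were not tested for the other lists. A response of granulocyte-like cells to interferon may remain as a hypothesis that was found and tested on the same 2 libraries.

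T or NK-like cells made up 5.21% of the retained SAA cells, although the gate required CD11b and Ly6C, and they held 43 *Ifng* UMIs in 17 of 38 cells, with 271 *Gzmb*, 80 *Prf1* and 444 *Nkg7* UMIs. Against free RNA as the source of the *Ifng* UMIs, their CPM was 569.2 times (148.3–4851) that of all other SAA cells, which held 2. If the whole class were doublets of a T or NK cell and a monocyte, the 123 genes found in at least 75% of monocyte-like cells of SAA at 1300 UMIs would be found about as often in it at 2600, but 6 of them had an upper bound below 37.5%, such as *Lyz2* (98.7% of monocyte-like cells, 1 of 29 T or NK-like cells) and *Cd74* (88.4%, 2 of 29), both singled out after their values were seen, which argues against doublets as the source of the whole class. By the monocyte marker list single doublets within it cannot be told apart from T or NK cells, because the median relative to monocyte-like cells was 0.00556 and 11 of 25 markers had 0 UMIs, but the upper quartile of 0.263 missed the bound of 0.25 set for it and 48.3% (29.4–67.5%) of thinned T or NK-like cells held at least 4 distinct markers, the low end (percentile 2.5) of monocyte-like cells at 1300 UMIs (medians 3 and 9). Whether activated T cells carrying CD11b and Ly6C entered the gate was not tested.

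Granule protein genes had a median log2 ratio of 1.81 in monocyte-like cells, with *Camp* at 46.9 times and *Ngp* at 95.4 times the CPM of RC. For *Camp* and *Ngp* the values are consistent with doublets, because 2.10% of thinned monocyte-like cells of SAA (6 cells, of which Scrublet called 4) held 90% of their UMIs, and without called doublets the ratios were 17.0 and 26.6. By the test set beforehand free RNA also stays open, since over 7 genes the monocyte-like to T or NK-like ratio of CPM was 1.09, but 95 of the 96 *Camp* and *Ngp* UMIs of thinned T or NK-like cells lay in 1 cell. For *S100a8*, at 9.91 times its RC level, neither source accounts for the values, as 6.90% of thinned T or NK-like cells and 78.3% (73.1–83.0%) of thinned monocyte-like cells of SAA held a UMI. More *S100a8* RNA in the monocyte-like cells of SAA themselves may remain as a hypothesis.

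The remaining results were not weighed. In monocyte-like cells glycolysis genes had a median log2 ratio of 0.76, with all 16 higher in SAA, among them *Ldha* at 2.27 and *Slc2a1* at 5.82 times the CPM of RC. Complement genes, of which 6 of 9 were higher in SAA, had a median of 3.78 (2.61 in Mono1-like, 0.24 in Mono2-like and 1.28 in Mono3-like cells), with *C4b* at 0 UMIs in RC and 191 in SAA and *C1qb* at 0 and 147. Cytotoxic effector genes had a median of 1.97, which rests on 5 members with few UMIs such as *Ccl5* (1 in RC and 54 in SAA). *Fpr2*, another receptor of pro-resolving mediators, was 5.35 times (4.53–6.34) its RC level in granulocyte-like cells.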

How the results depend on the processing

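The mean of log-normalized values, another linear algebra kernel and the cycling share in clusterings of all cells were the only alternatives chosen after seeing the data. No paired analysis was possible because each condition had 1 library. For the main results, 222 alternative values lay within the counting interval of the value reported (counts of cells within 1.5-fold) and 24 moved outside it. Resolutions 0.3 and 0.8 left the monocyte-like cells unchanged, so values over all of these cells could not move under them.

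Under the stricter cell filter 419 RC cells remained, monocyte-like cells made up 41.8% of RC and 45.2% of SAA, and granulocyte-like cells 58.0% of RC, which reverses the order of the shares in both classes. With no cell filter granulocyte-like cells made up 42.5% of RC. After the stricter filter and a new clustering, monocyte-like cells numbered 175 in RC (351 before) and 260 in SAA (302 before). The cycling share of monocyte-like cells was higher in SAA, at 28.8% (RC) and 42.7% (SAA) under the other linear algebra kernel and, among clusters of all cells, 20.4% and 36.4% with no filter, 26.1% and 39.3% without doublets and 23.9% and 53.1% without integration, but under the stricter filter it was 48.0% and 48.1%.

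Median log2 ratios of the interferon and MHC lists in monocyte-like cells kept their direction under every alternative. The interferon-γ-inducible GTPases ranged from 3.78 in thinned cells and 3.99 with cells weighted equally to 5.44 over members with at least 100 UMIs. Other interferon-γ genes gave 2.86 under the stricter filter and 2.38 in thinned cells, and type I genes 1.53 and 0.90. MHC class II genes gave 1.31 over members with at least 1 UMI and 2.84 over those with at least 100. The same minimums moved the chemokines to 0.86 and -0.64, and at 100 UMIs the eicosanoid genes turned to 0.64. Genes of the G2 and M phase, at -0.07, turned to 0.027 with no filter, 0.024 under TMM, 0.027 under the median of ratios and 0.18 with cells weighted equally.

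*Sirpa* in monocyte-like cells stayed lower in SAA under all 11 alternatives, from -0.44 to -0.17, the last under the stricter filter. Of these alternatives, resolutions 0.3 and 0.8 could not move the value. *Cd47* stayed higher, from 0.16 to 0.31. In the non-cycling cells *Cd47* moved to -0.75 when these were replaced by Mono1-like cells, and *Sirpa* in Mono1-like cells, at -0.16, crossed to 0.080 under the median of ratios.

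Of 159 single genes in monocyte-like cells, 1570 of 1744 alternative values lay within the gene's interval, 163 outside it, and 11 were counted as turned. A change of sign within the interval was not counted as turned. Under the stricter filter *Pclaf* turned to -0.27, *Top2a* to -0.090, *Dek* to -0.17 and *Ifitm3* to 0.23. *Ifitm3* also turned to 0.0088 under TMM and 0.011 under the median of ratios, and *Stmn1* to 0.056 with cells weighted equally. *Pglyrp1* turned to -0.15 with no filter, -0.73 without doublets, -0.69 with cells weighted equally and -0.32 in thinned cells. Apart from the members included in a list and the shallow cells removed, the cause was not tested. In granulocyte-like cells fewer alternatives per gene were run, and 590 of 643 values for 130 genes lay within the interval and none was counted as turned. These counts therefore cannot be compared with those of monocyte-like cells. The stricter filter, no integration and resolution 0.3 did not give 3 monocyte clusters, so Mono1-like and Mono2-like shares have no value there, while at resolution 0.3 the cycling cluster kept its 92 RC and 126 SAA cells. Without integration the 4 monocyte clusters held 267 RC and 2 SAA cells, 3 and 158, 1 and 140, and 81 and 3, so every ratio within Mono1-like to Mono3-like cells rests on the integration. Depth limits genes such as *Cmklr1* and *Tnf*, whose intervals span more than 5-fold.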

Differences from the paper's values

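All the values below come from 1 library per condition. The comparison on log-normalized values was chosen only after the result was seen.

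Mono1-like cells made up 12.0% of RC monocyte-like cells, while the paper shows about 20% in Fig. 2B, read by eye. Among the alternatives set before the data were examined, no cell filter (14.6%) and resolution 0.8 (14.0%) fall within 1.5-fold of it, and the removal of doublets (10.8%) does not. Of all RC cells, 6.34% were Mono1-like, while the paper shows about 11% in Supplementary Fig. 4B, read by eye. Here too no cell filter (8.15%) and resolution 0.8 (7.40%) fall within 1.5-fold and the removal of doublets (5.75%) does not. The share of Mono2 in the text of the paper and of the other clusters in its figures lay within 1.5-fold of the values here.

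The paper states that *Cd47* and *Sirpa* were significantly upregulated in all its monocyte populations in the single-cell data. It also reports higher SIRPα and CD47 protein by flow cytometry, which the RNA values here do not test. Here *Sirpa* CPM was lower in SAA in each of the 3 clusters, at log2 ratios of -0.16 (Mono1-like), -0.37 (Mono2-like) and -0.32 (Mono3-like), and *Cd47* was lower in Mono1-like cells, at -0.75. *Cd47* was higher in Mono3-like cells, at 0.52, and in all monocyte-like cells together, and in Mono2-like cells it was 0.15 with an interval that includes 0, and 0.41 in thinned cells. The share of cells with a *Sirpa* UMI without thinning was higher in SAA in all clusters, at 73.8% in RC and 87.1% in SAA for Mono1-like, 67.3% and 74.5% for Mono2-like, and 75% and 84.1% for Mono3-like cells. After thinning to 2600 UMIs, which left out 16 of 42 Mono1-like cells of RC, it was lower in each, at 65.4% and 62.7%, 61.4% and 54.9%, and 44.4% and 33.6%. At 1300 UMIs with no cell left out it was higher in SAA in Mono1-like cells, at 42.9% and 50%, and lower in Mono2-like (41.9% and 34.9%) and Mono3-like cells (28.3% and 23.8%). The mean of log-normalized *Sirpa* in Mono1-like cells, a measure chosen after seeing the values, was higher in SAA by 0.0734 without thinning and differed by -0.0645 with it. By the same measure *Cd47* was higher in SAA by 0.228 and 0.230 in Mono2-like and by 0.294 and 0.338 in Mono3-like cells, without and with thinning, and *Sirpa* was lower in both clusters at either depth. With the median of gene ratios set to 1, *Sirpa* in Mono1-like cells had a log2 ratio of 0.080. No setting run here gave a higher *Cd47* level in Mono1-like cells of SAA. The text of the paper does not name the test behind this significance, and with 1 library of pooled mice per condition no test between conditions was made here.

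The paper counts *Ccr1* among the highly upregulated genes of SAA monocytes. Its ratio was 1.36 over all monocyte-like cells, 6.62 (1.71–56.6) in Mono1-like and 2.05 (1.41–2.99) in Mono2-like cells, and in Mono3-like cells 0.824 with an interval that includes 1. The legend of Supplementary Fig. 4 gives fewer clusters than the 8 found here.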

Other observations

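The tests on *Sirpa* shares, on log-normalized values and on cells above the joint median of cell cycle UMIs, over all cells and under the stricter filter, were chosen only after the result was seen, and the first cell cycle test was set before.

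*Sirpa* had lower CPM in monocyte-like cells of SAA yet was found in more of them, by 11.4 percentage points. After thinning to 1 depth the difference was -9.00 percentage points, which is consistent with the greater depth of the SAA library as the source of the higher share. For the mean of log-normalized values, the *Cd47* difference of 0.174 was 0.163 after thinning, so depth does not account for it. For *Sirpa* the difference was -0.0465 before and -0.190 after thinning, so over all monocyte-like cells this measure shows no higher level for depth to explain.

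Cell cycle genes were tested for the same influence. The share of thinned monocyte-like cells with at least 5 such UMIs differed by 3.29 percentage points between the libraries, within the 5 points that depth alone was set to allow, but the measure was near saturation in both. The share above the joint median of 13 UMIs differed by 20.4 percentage points, with medians of 9 UMIs in RC and 24 in SAA. Among the thinned cells that pass the stricter filter the shares were 56.0% (48.3–63.5%) and 62.8% (56.7–68.7%), a difference of 6.84 percentage points with overlapping intervals. The first measure therefore cannot decide on depth, because most thinned cells of both libraries pass it. Depth could not explain the second measure over all thinned cells, but for cells under the stricter filter it stays open. The last 2 measures were picked once the first had been seen.

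In granulocyte-like cells *Cd47* and *Sirpa* were both higher in SAA, at ratios of 1.43 (1.31–1.55) and 1.42 (1.23–1.65). Among do-not-eat-me signals and inhibitory receptors in monocyte-like cells 8 of 17 were higher, with a median log2 ratio of -0.01 that turns sign between scalings. *Cd274* had 2 UMIs in RC and 103 in SAA, *Pirb* a ratio of 1.36 (1.17–1.58) and *Lilrb4a* one of 0.661 (0.477–0.919). Efferocytosis genes had a median log2 ratio of -0.12, at the percentile 30.0 of random lists, and *Lrp1*, a receptor of the engulfment list, a ratio of 0.348 (0.290–0.416). Eicosanoid genes had a median of -0.86, which turns to 0.64 over members with at least 100 UMIs and was 0.78 in Mono1-like, -0.51 in Mono2-like and -0.01 in Mono3-like cells, with *Alox5ap* at 0.555 and *Ptgs1* at 0.267.

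*Apoe* had 648 UMIs in monocyte-like cells of RC and 11 in SAA, *Cx3cr1* 253 and 4, and *Fn1* a ratio of 0.113. Among the highest in SAA was *Saa3*, with 6 UMIs in RC and 1313 in SAA.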
